# Reversal of the renal hyperglycemic memory in diabetic kidney disease by targeting sustained tubular p21 expression

**DOI:** 10.1038/s41467-022-32477-9

**Published:** 2022-08-27

**Authors:** Moh’d Mohanad Al-Dabet, Khurrum Shahzad, Ahmed Elwakiel, Alba Sulaj, Stefan Kopf, Fabian Bock, Ihsan Gadi, Silke Zimmermann, Rajiv Rana, Shruthi Krishnan, Dheerendra Gupta, Jayakumar Manoharan, Sameen Fatima, Sumra Nazir, Constantin Schwab, Ronny Baber, Markus Scholz, Robert Geffers, Peter Rene Mertens, Peter P. Nawroth, John H. Griffin, Maria Keller, Chris Dockendorff, Shrey Kohli, Berend Isermann

**Keywords:** Chronic kidney disease, DNA methylation, Senescence, Translational research, Diagnostic markers

## Abstract

A major obstacle in diabetes is the metabolic or hyperglycemic memory, which lacks specific therapies. Here we show that glucose-mediated changes in gene expression largely persist in diabetic kidney disease (DKD) despite reversing hyperglycemia. The senescence-associated cyclin-dependent kinase inhibitor p21 (*Cdkn1a*) was the top hit among genes persistently induced by hyperglycemia and was associated with induction of the p53-p21 pathway. Persistent p21 induction was confirmed in various animal models, human samples and in vitro models. Tubular and urinary p21-levels were associated with DKD severity and remained elevated despite improved blood glucose levels in humans. Mechanistically, sustained tubular p21 expression in DKD is linked to demethylation of its promoter and reduced DNMT1 expression. Two disease resolving agents, protease activated protein C (3K3A-aPC) and parmodulin-2, reversed sustained tubular p21 expression, tubular senescence, and DKD. Thus, p21-dependent tubular senescence is a pathway contributing to the hyperglycemic memory, which can be therapeutically targeted.

## Abstract (web summary)

Persistent diabetic complications despite controlled blood glucose levels, known as hyperglycemic memory, remain a poorly understood phenomenon in diabetic kidney disease. Here the authors identify senescence-associated gene p21 as a regulator of hyperglycemic memory, the suppression of which improves hyperglycemic memory and renal function.

## Introduction

Diabetic kidney disease (DKD) is now the leading cause of end-stage renal disease in industrialized countries, affecting approximately 40% of diabetic patients^1^. Current therapies, particularly blood sugar control and renin angiotensin aldosterone system (RAAS) inhibition, at best delay disease progression^2^. Sodium-glucose co-transporter-2 inhibitors (SGLT2i) are promising therapeutic adjuvants, but the long-term consequences, the associated risk profile and their ability to halt or even reverse disease progression remain largely unknown^3^. The persistence of diabetes-associated complications despite improved blood glucose control is known as metabolic or hyperglycemic memory^4^. Disease reversal, e.g., the improvement of already established DKD, remains an unmet medical need^2^. Accumulating evidence suggests that epigenetic mechanisms such as DNA methylation or posttranslational histone modifications are mechanistically linked to hyperglycemic memory^4^, but these insights have not yet led to new diagnostic or therapeutic approaches.

Several pathomechanisms have been linked to DKD^5^, yet their potential role in hyperglycemic memory is unknown. Senescence, reflecting permanent proliferative arrest, primarily affects renal tubular cells in chronic kidney disease, including DKD^6,7^. The severity of tubular senescence correlates with kidney injury, loss of renal function, and renal fibrosis^8,9^. Senescence is associated with inflammation and with mitochondrial reactive oxygen species (ROS), all hallmarks of DKD^8–10^.

The mitochondrial redox regulator p66^Shc^ is epigenetically induced in diabetic patients and mice, and p66^Shc^ deficiency protects against diabetic glomerulopathy in mice^11,12^. The cytoprotective and signaling-competent coagulation protease-activated protein C (aPC) reverses epigenetically induced p66^Shc^ expression in experimental diabetes^12,13^. These data illustrate that (i) epigenetic changes in diabetic vascular disease are in principle reversible and (ii) that the hyperglycemic memory is linked to endothelial dysfunction, as aPC’s plasma levels reflect endothelial function^14,15^.

Both hypomethylation and hypermethylation have been reported in association with diabetes and glomerular and tubulointerstitial damage in the context of DKD^4,16^. Tubulointerstitial damage in DKD is characterized by the accumulation of extracellular matrix (fibrosis), inflammation, and senescence of tubular cells^17^. The contribution of senescence to hyperglycemic memory in DKD remains unknown.

In the current study, we combined hypothesis-free approaches with analyses of human samples, genetic and interventional mouse models and in vitro studies to gain insights into mechanisms of hyperglycemic memory. We show that glucose-mediated changes in gene expression largely persist in DKD despite lowering glucose. The senescence associated gene *Cdkn1a* is a top regulator of hyperglycemic memory. Sustained *Cdkn1a* expression, depends on reduced DNMT1 mediated DNA methylation. Targeting sustained p21 expression by aPC or aPC-based therapies reverses persistent renal injury and improves renal function in DKD.

## Results

### Identification of genes and pathways associated with hyperglycemic memory

To identify regulators of renal hyperglycemic memory, we used a mouse model of hyperglycemia reversal and conducted hypothesis-free expression analyses (RNAseq). Persistent hyperglycemia was induced in mice for 16 weeks (using streptozotocin; see methods), at which stage mice had developed albuminuria (Fig. 1a–c). Subsequently, blood glucose levels were markedly reduced in a subgroup of mice for additional 6 weeks using an SGLT2 inhibitor (SGLT2i, Dapagliflozin®, DM + SGLT2i), while in another subgroup blood glucose levels remained elevated for the entire 22 weeks period (DM-22, Fig. 1a, b, Supplementary Fig. 1a). In age-matched non-diabetic control mice, SGLT2i had no impact on renal function or histology (Supplementary Fig. 1b–f). Reduction of blood glucose levels halted kidney function decline (DM-16 *versus* DM + SGLT2i), resulting in lower albuminuria compared to untreated diabetic mice (DM-22), but albuminuria remained increased compared to non-diabetic control mice (C, Fig. 1c). Thus, while lowering blood glucose levels halted disease progression, it failed to reverse already established albuminuria in mice, mimicking the hyperglycemic memory.

**Fig. 1:**
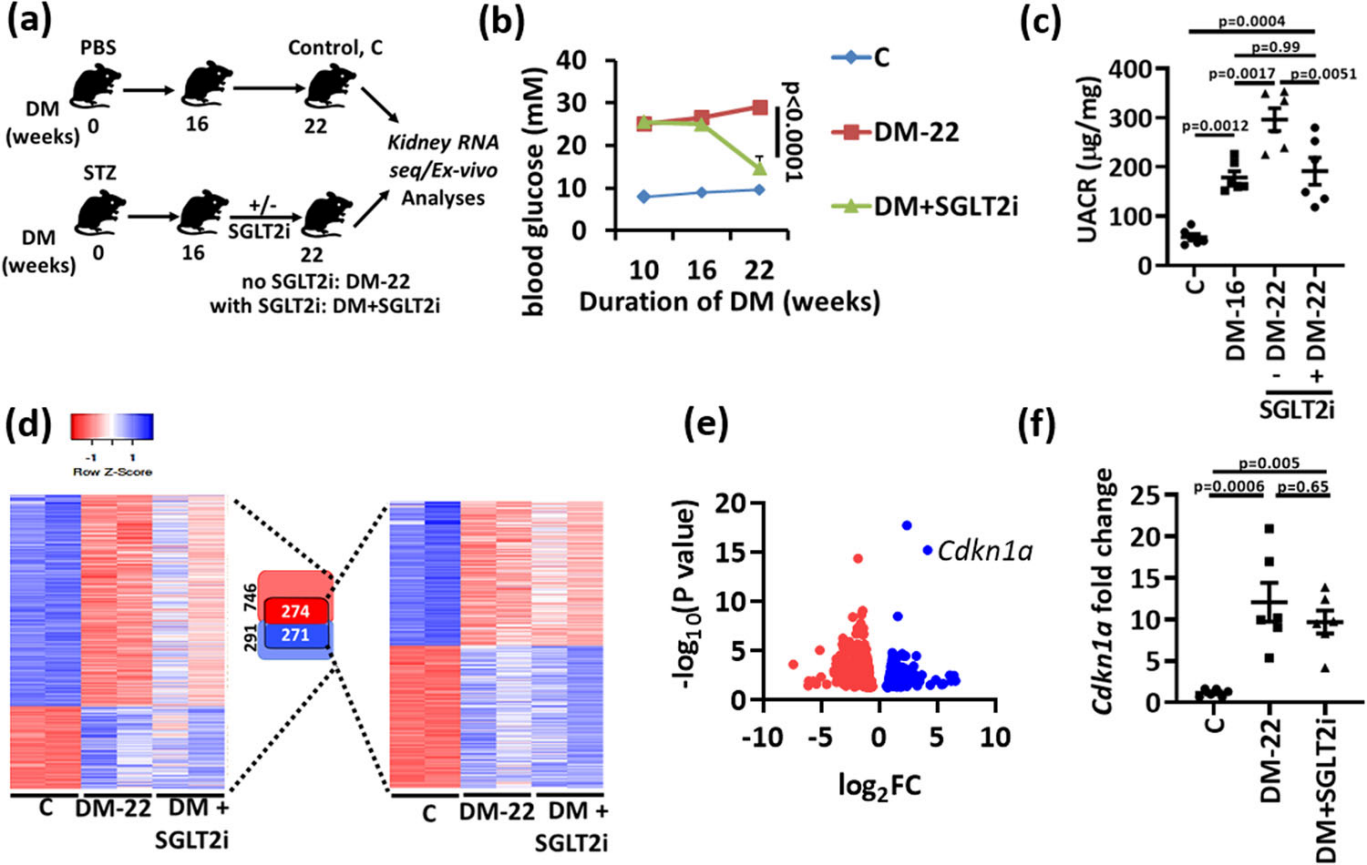
Identification of genes and pathways associated with hyperglycemic memory. **a** Experimental scheme showing non-diabetic control (C) or diabetic mice without (DM-22) or with intervention to reduce blood glucose levels by sodium/glucose cotransporter-2 inhibitor (Dapagliflozin®, DM + SGLT2i). Mice were age matched and SGLT2i treatment was started after 16 weeks of persistent hyperglycemia (streptozotocin; STZ-induced hyperglycemia). **b** Average blood glucose levels in the experimental groups after 10, 16 or 22 weeks. **c** Dot plot summarizing albuminuria (urinary albumin-creatinine ratio, µg albumin/mg creatinine; UACR) in non-diabetic (C) or diabetic mice without (DM-16 and DM-22) or with intervention to reduce blood glucose levels (DM + SGLT2i). **d** Heat map summarizing gene-expression in experimental groups (C, DM-22, DM + SGLT2i). All genes with significantly changed expression between control and diabetic mice are shown on the left side of the panel and are illustrated by lightly colored boxes in the middle (number of genes shown in black). The subset of genes with persistently changed expression despite reduced blood glucose levels are shown on the right side of the panel and illustrated by the darker colored smaller boxes in the middle (number of genes shown in white). **e** Volcano plot summarizing the persistently induced and repressed genes in diabetic mice after blood glucose reduction based on Log FC values and FDR. *Ckdn1a* (p21) belongs to the top persistently induced genes. **f** Sustained renal p21 mRNA expression (*Cdkn1a*, qRT-PCR) in vivo (DM-22; T1DM, STZ-model) despite reducing glucose levels (DM + SGLT2i; T1DM, STZ-model) as compared to mice with persistently elevated glucose levels (DM-22) or normoglycemic controls (C). Line graph and dot plots reflecting mean ± SEM of six mice per group; one-way ANOVA with Sidak’s multiple comparison test. Source data are provided as a Source Data file-Fig-1.

To identify persistently altered gene expression in association with sustained albuminuria, RNAseq data were compared among nondiabetic control (C), untreated (DM-22) and SGLT2i-treated (DM + SGLT2i) diabetic mice. 

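Kidney RNA was sequenced in 7 mice, with 1 polyA-selected, strand-specific library per mouse. The libraries came from 3 nondiabetic controls (C, replicates 2, 8 and 9), 2 diabetic mice (DM-22, replicates 1 and 2) and 2 diabetic mice given an SGLT2 inhibitor (DM+SGLT2i, replicates 1 and 2). The replicate numbers are those of the sample labels. Diabetes was induced with streptozotocin, a toxin of pancreatic beta cells, at 60 mg/kg on 5 days. The SGLT2 inhibitor dapagliflozin, which blocks glucose reabsorption in the kidney, was given at 25 mg/kg in the drinking water for 6 weeks, starting after 16 weeks. The experiment ended after 22 weeks. The paper's methods give an age of 8 weeks at the start and mice of both sexes, while the labels give 8 to 10 weeks and male mice. The summed expression of 4 Y-linked genes was between 97.9 and 156 CPM (read counts scaled to a common library total) in the 7 libraries, and Xist, the transcript of the inactive X chromosome of females, was not among the genes listed.
The authors deposited 1 value per gene and mouse for 17537 genes, of which 15653 are protein-coding. Each value is the log2 of CPM normalized by the TMM method, which scales the libraries to each other. A constant averaging 2 reads was added before the logarithm, so that genes without reads share the value -4.66, or 0.0395 CPM. Subtracting the constant gave back the normalized CPM, and dividing these by the CPM of 1 read (0.0180 to 0.0231 in the 7 libraries) gave whole reads for 100% of the values. The reads on listed genes numbered 52048653, 48094589 and 46456125 in the controls (replicates 2, 8 and 9), 54502004 and 48507019 in DM-22 mice, and 47422599 and 56541594 in DM+SGLT2i mice. The median was 48094589 in controls, and each diabetic group had 1 library above and 1 below the highest control. The 10 genes with the most reads took between 7.51% and 10.7% of the reads of a library. The aligner, the read counter and the test for differential expression are not named in the paper's main text. The supplementary methods to which it refers were not used here. All 17537 gene identifiers and symbols are those of GENCODE release M21 for the mouse genome build GRCm38, from which positions were taken. Neither the labels nor the paper's text gives sequencing batches.
The controls used in the paper were identified from the log2 fold changes in the source data of Fig. 1e. Over its 425 genes, the median absolute difference from those values was 0.000760 (log2) when DM-22 mice were compared with control replicates 8 and 9, and 90.4% of the genes lay within 0.05. With all 3 controls, the median absolute difference was 0.473. The heat map of Fig. 1d shows 2 columns for controls. The text of the paper gives no reason for leaving out control replicate 2. All comparisons were therefore made with control replicates 8 and 9 (the paper's controls), and again with all 3 controls.
Differences between groups were tested with limma, a linear model whose estimate of the spread is shared across genes, on log2(CPM + 0.5). The test covered the 13976 genes with at least 1 CPM in at least 2 libraries. The 3 groups were fitted together, and p-values were adjusted by the Benjamini-Hochberg method.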

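With the paper's controls, limma found 1 gene higher and 1 gene lower in DM-22 mice than in controls at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, 1455 genes were higher and 2070 were lower, where about 698.8 genes in all would be reached by chance. The higher gene was Phlda3 (ENSMUSG00000041801; chromosome 1 of GRCm38, 135766119 to 135769136), which encodes a p53-induced inhibitor of Akt signaling. Its expression was 4.99 ± 0.263 CPM (SD, n = 2) in the paper's controls and 25.3 ± 1.48 CPM (SD, n = 2) in DM-22 mice, a log2 fold change of 2.23 (standard error 0.13, adjusted p = 0.0347). The lower gene was Sugct (ENSMUSG00000055137; chromosome 13, 16857472 to 17695553), which encodes a glutarate-CoA transferase. Its expression was 142 ± 6.19 CPM (SD, n = 2) in the paper's controls and 39.5 ± 1.41 CPM (SD, n = 2) in DM-22 mice, a log2 fold change of -1.83 (standard error 0.12, adjusted p = 0.0347).
With all 3 controls, 0 genes passed the adjusted threshold in either direction (166 higher and 459 lower at an unadjusted p-value under 0.05), and the smallest adjusted p-value was 0.804. The genes at the unadjusted threshold were 4.47% of those tested, fewer than the 698.8 expected by chance. In control replicate 2, Phlda3 was at 31.6 CPM and Sugct at 31.7 CPM, against 24.2 to 26.3 CPM and 38.5 to 40.5 CPM in the DM-22 mice. The log2 fold changes over all 3 controls were 1.38 for Phlda3 (standard error 0.75) and -1.12 for Sugct (standard error 0.63), both with an adjusted p-value of 0.804.
The counts moved most under a negative binomial likelihood ratio test of the recovered reads over all 17537 listed genes with the paper's controls, which was chosen after the data had been seen. It called 263 genes higher and 555 genes lower in DM-22 mice. In simulated data with 200 genes changed by a log2 fold change of 2, 36 of the 173 genes it called were false calls.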

Compared to controls (C), 291 genes were induced, and 746 genes were suppressed in diabetic mice (DM-22, Fig. 1d). 

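SGLT2i-treated diabetic mice were compared with the same controls. With the paper's controls, limma called 15 genes higher and 2 genes lower in DM+SGLT2i mice than in controls at an adjusted p-value under 0.05 (1220 and 1278 genes at an unadjusted p-value under 0.05). The genes called in both diabetic groups were Phlda3 and Sugct, so 1 gene was persistently higher and 1 persistently lower. In DM+SGLT2i mice, the expression of Phlda3 was 26.5 ± 0.675 CPM (SD, n = 2), a log2 fold change of 2.30 against the paper's controls (adjusted p = 0.0181). That of Sugct was 51.7 ± 3.65 CPM (SD, n = 2), a log2 fold change of -1.45 (adjusted p = 0.0451). Between DM+SGLT2i and DM-22 mice, 0 genes passed the adjusted threshold, with 959 higher and 544 lower after SGLT2i at an unadjusted p-value under 0.05. Sugct was among the 959 higher genes. Its expression after SGLT2i lay between that of DM-22 mice and the paper's controls, so that its fall persisted in part. Under the negative binomial test with the paper's controls, this difference of Sugct had an unadjusted p-value of 0.0957. The counts in DM+SGLT2i mice depended on the test, and the following settings were chosen after the data had been seen. When only the groups compared were fitted, limma called 949 genes higher and 680 lower in DM+SGLT2i mice and 0 in DM-22 mice (3511 at an unadjusted p-value under 0.05), so that 0 were persistent. The negative binomial test called 411 genes higher and 189 lower in DM+SGLT2i mice, and 138 persistently higher and 105 persistently lower.
Shares of persistent genes were computed at an unadjusted p-value under 0.05 in both comparisons, a choice made after the data had been seen because so few genes passed the adjusted threshold. Against the paper's controls, 563 of the 1455 genes higher in DM-22 mice were also higher in DM+SGLT2i mice (38.7%), and 905 of the 2070 lower genes were also lower (43.7%). The comparisons share their controls, so groups without any change were simulated 100 times with the same controls for both. These gave mean shares of 7.18% and 6.44%, and shares of at most 12.3% and 11.9%. The simulated direction was the same in both groups for a mean of 50.5% and 50.1% of the genes, as for unrelated comparisons. The simulations therefore carried no noise of the shared controls into both comparisons. They cannot say how much of the observed shares that noise explains.
With all 3 controls, 0 genes were called in DM+SGLT2i mice against controls (93 higher and 58 lower at an unadjusted p-value under 0.05), and therefore 0 were persistent. The genes at the unadjusted threshold were 4.47% of those tested in DM-22 mice and 1.08% in DM+SGLT2i mice. Both are fewer than the 698.8 genes expected by chance. At the unadjusted threshold, 19 of 166 higher genes remained higher (11.4%; Wilson 95% interval from 7.45% to 17.2%) and 14 of 459 lower genes remained lower (3.05%; from 1.83% to 5.05%). The intervals cover counting error only. A share as large arose in 4 and 44 of 100 such simulations of unchanged groups, which have the same limit. They selected means of 53.1 higher and 49.3 lower genes, fewer than the 166 and 459 observed, so that their shares vary more.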

Despite reducing blood glucose levels in the SGLT2i-treated mice (DM + SGLT2i), the expression of 271 (out of 291) induced and 274 (out of 746) suppressed genes remained increased or suppressed, respectively, reflecting persistent gene expression possibly contributing to hyperglycemic memory (Fig. 1d). The cell-cycle and senescence associated gene *Cdkn1a* (p21) was among the top persistently induced genes (Fig. 1e). 

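Cdkn1a (ENSMUSG00000023067), which encodes p21, lies on the forward strand of chromosome 17 of GRCm38 from 29090976 to 29100727. Its expression was 5.00 ± 0.517 CPM (SD, n = 2) in the paper's controls, 87.9 ± 49.9 CPM (SD, n = 2) in DM-22 mice and 78.0 ± 0.901 CPM (SD, n = 2) in DM+SGLT2i mice. The DM-22 mice differed from each other, with 52.6 CPM in replicate 1 and 123 CPM in replicate 2, but both were above either of the paper's controls (4.63 and 5.36 CPM). Against the paper's controls, limma gave a log2 fold change of 3.89 in DM-22 mice (standard error 0.38, adjusted p = 0.0781) and of 3.84 in DM+SGLT2i mice (standard error 0.38, adjusted p = 0.0490). Between DM+SGLT2i and DM-22 mice, the log2 fold change was -0.05 (standard error 0.38, adjusted p = 0.967), less than its standard error.
Control replicate 2 had 72.7 CPM of Cdkn1a, within the range of the diabetic mice. With this library included, the mean of the controls was 27.6 ± 39.1 CPM (SD, n = 3). The log2 fold change was then 2.64 in DM-22 mice (standard error 1.13, adjusted p = 0.804) and 2.59 in DM+SGLT2i mice (standard error 1.13, adjusted p = 1.00). With each of the 7 libraries left out in turn, it stayed between 1.97 and 3.89 in DM-22 mice and between 1.92 and 3.84 in DM+SGLT2i mice, with the highest value of each without control replicate 2.

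**Figure D1:**
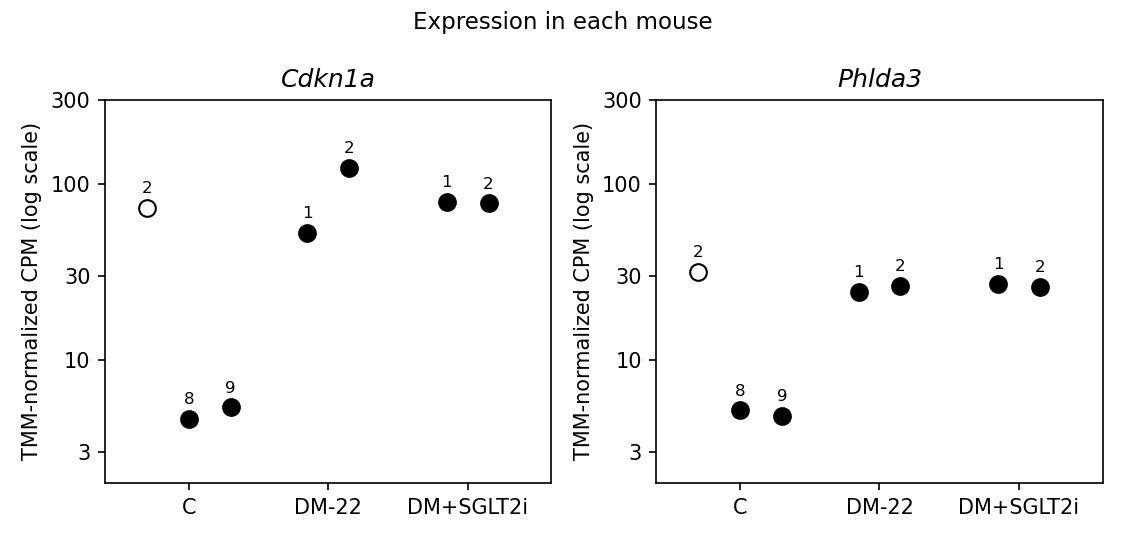
Expression of Cdkn1a and Phlda3 in each mouse, as TMM-normalized CPM on a log scale (y axis) by group (x axis); each point is 1 mouse with its replicate number, and the open circle is control replicate 2. Cdkn1a was at 4.63 and 5.36 CPM in the paper's controls, at 72.7 CPM in control replicate 2 and between 52.6 and 123 CPM in the 4 diabetic mice.

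The paper compares the genes changed in DM-22 mice with those changed in DM+SGLT2i mice, whose blood glucose had been lowered. It reads genes changed in both as persistent gene expression and proposes that this possibly contributes to hyperglycemic memory. It places Cdkn1a among the top persistently induced genes.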

Functional annotation of these memorized genes revealed pathways related to metabolism (metabolic and endocrine pathways), growth factor signaling, chemokine and cytokine-mediated inflammation, and p53-p21 pathway and feedback loops as the most prevalent changes (Supplementary Fig. 1g). 

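The pathways were examined with lists of genes written before the data were examined, each tested with limma's camera, which asks whether the genes of a list moved together relative to all other genes. With 28 lists and 3 comparisons, p-values were adjusted over 84 tests. Of the p53 target list, 57 genes were tested. Of its members, 15 are in the source data of Fig. 1e and 4 belong to another list.
The median log2 fold change of the p53 targets against the paper's controls was 0.367 in DM-22 mice (37 of 57 genes higher, adjusted p = 5.70e-04) and 0.265 in DM+SGLT2i mice (41 of 57 higher, adjusted p = 3.11e-07). Adjusted over the list alone, 18 p53 targets passed the threshold in DM-22 mice and 24 in DM+SGLT2i mice. Adjusted over all genes, 1 and 4 did. The paper drew its interest in p53 from these same mice, so the counts within the list are not independent evidence. With all 3 controls, the medians were 0.171 in DM-22 mice (adjusted p = 0.0562) and 0.242 in DM+SGLT2i mice (adjusted p = 5.33e-07), and 0 genes passed the threshold over the list alone or over all genes (3 and 6 of the 57 at an unadjusted p-value under 0.05). Camera assumes a small preset correlation between genes. Under limma's rotation test fry, which keeps the correlation in the data, both calls with the paper's controls held (adjusted p = 0.0437 and 0.0357), and the call with all 3 controls was lost (adjusted p = 0.864). Under a correlation estimated from the data, the adjusted p-values were 0.330 for both groups with the paper's controls and 0.668 for DM+SGLT2i mice with all 3, so no call held.
Of the lists for chemokine- and cytokine-mediated inflammation and for metabolism, the inflammation list (28 genes) had a median log2 fold change of 0.165 in DM-22 mice (adjusted p = 0.0859) and 0.580 in DM+SGLT2i mice (adjusted p = 6.93e-08) with the paper's controls, and of -0.234 (adjusted p = 0.0509) and 0.195 (adjusted p = 0.0439) with all 3. Its direction in DM-22 mice therefore rested on control replicate 2. The cholesterol synthesis list (19 genes) was lower in DM-22 mice, with a median of -0.273 (adjusted p = 0.00497) with the paper's controls and -0.443 (adjusted p = 4.83e-06) with all 3. It was not called in DM+SGLT2i mice, with medians of 0.220 (adjusted p = 0.484) and 0.0615 (adjusted p = 0.861), and it differed between the diabetic groups by 0.416 (19 of 19 genes higher after SGLT2i, adjusted p = 1.31e-06 with the paper's controls). The list of fatty acid oxidation genes (19 genes) had medians of -0.0137 in DM-22 mice (adjusted p = 0.743) and 0.114 in DM+SGLT2i mice (adjusted p = 0.166) with the paper's controls. That of glucose-responsive genes (11 genes) had medians of -0.103 (adjusted p = 0.452) and 0.115 (adjusted p = 0.446). The senescence genes named in the paper (6 tested) had medians of 0.224 (adjusted p = 0.325) and 0.587 (adjusted p = 0.0835). The p-values of all lists in this paragraph are from camera with its preset correlation. With all 3 controls, no call of these lists held under fry or an estimated correlation. With the paper's controls, no call held under an estimated correlation.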

Persistent p21 induction was confirmed at mRNA (Fig. 1f) and protein level (Fig. 2a).

**Fig. 2:**
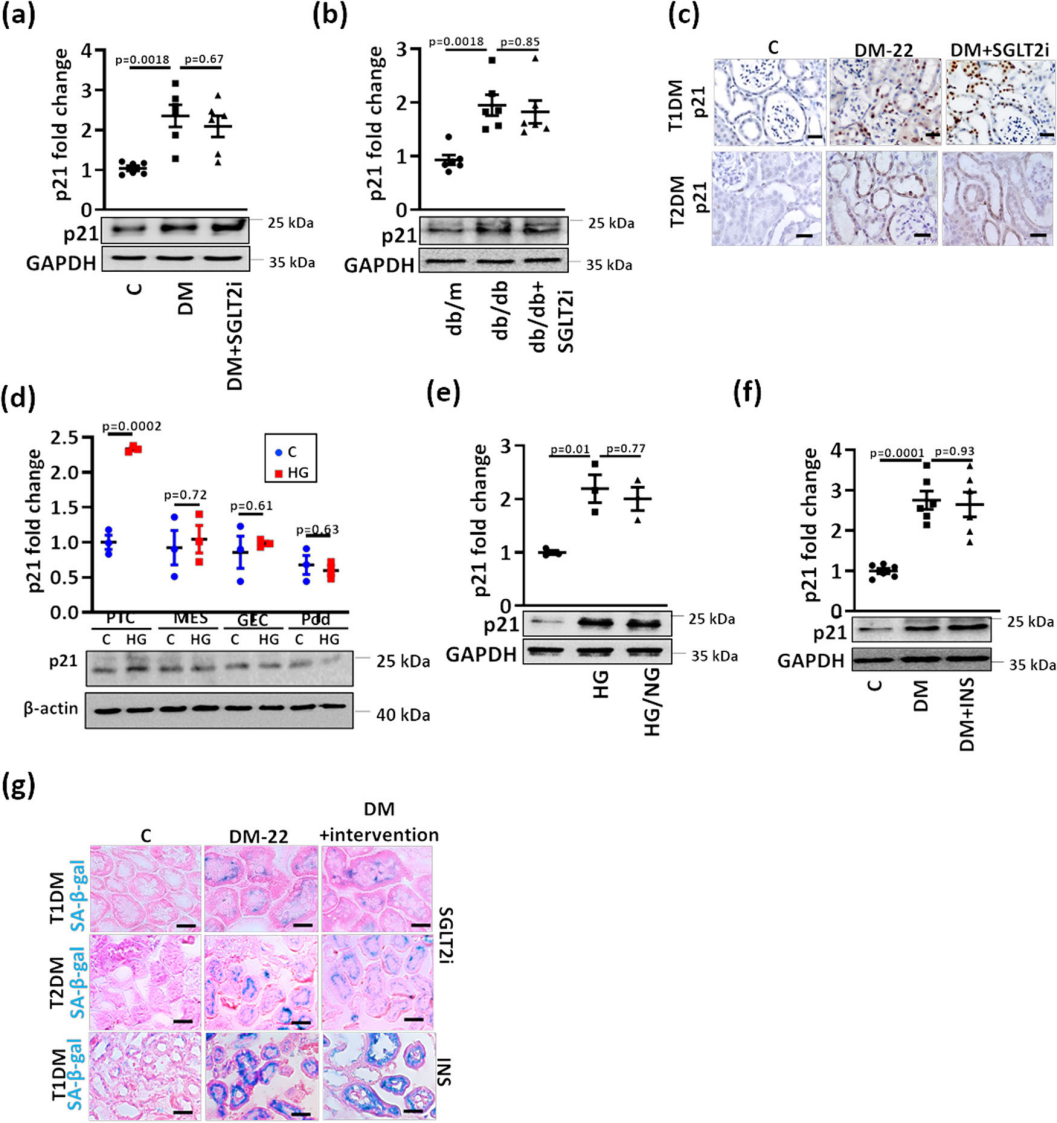
Sustained p21 expression despite glucose lowering in experimental DKD. **a**, **b** Sustained p21 expression in vivo (DM-22; T1DM, STZ-model, (**a**); T2DM, db/db-model, (**b**) despite reducing glucose levels (DM + SGLT2i, (**a**); db/db+SGLT2i, (**b**) as compared to mice with persistently elevated glucose levels (DM-22, (**a**); db/db, (**b**) or normoglycemic controls (C, **a**; db/m, **b**). Exemplary immunoblots (**a**, **b**). GAPDH: loading control (bottom, **a**, **b**) and dot plots summarizing results (top, **a**, **b**). **c** Immunohistochemical images of sustained p21 expression in kidneys of T1DM (STZ-model, top) and T2DM (db/db model, bottom) diabetic mice despite reducing glucose levels (DM + SGLT2i) as compared to mice with persistenly elevated blood glucose levels (DM-22); C: normoglycemic controls. p21 is detected by HRP-DAB reaction, brown; hematoxylin nuclear counter stain, blue. Scale bars represent 20 µm. **d** Exemplary p21immunoblot (bottom; loading control: β-actin) and dot plot summarizing results (top) in mouse primary tubular cells (PTC), mouse mesangial cells (MES), mouse glomerular endothelial cells (GEC), or mouse podocytes (Pod) maintained under normo- (5 mM; C) or high glucose (25 mM; HG) conditions. **e** Sustained p21 expression in vitro (Human kidney cells, HEK293) despite reducing glucose levels. HEK-293 cells were maintained under normal glucose (5 mM, C), high glucose (48 h of 25 mM, HG), or high glucose followed by normal glucose (25 and 5 mM, each for 24 h, HG/NG). Exemplary immunoblots (bottom, GAPDH: loading control) and dot plots summarizing results (top). **f** Sustained p21 expression in vivo (STZ-model) despite reducing glucose levels using insulin (DM + INS) as compared to mice with persistently elevated glucose levels (DM-22) and normoglycemic controls (C). Exemplary immunoblots (bottom, GAPDH: loading control) and dot plots summarizing results (top). **g** Exemplary histological images of SA-β-gal stain (senescence associated β-galactosidase, blue; eosin counterstain) in T1DM (STZ-model, top and bottom) and T2DM (db/db model, middle) despite reducing glucose levels (DM + intervention; SGLT2i, top and middle or insulin, INS, bottom) as compared to mice with persistently elevated glucose levels (DM-22) or normoglycemic controls (C). Scale bars represent 20 µm. Dot plots reflecting mean ± SEM of 6 mice per group or 3 independent experiments; one-way ANOVA with Sidak’s multiple comparison test (a,b,e,f); t-test comparing C versus HG for each cell line (d) Gels/blots were processed in parallel; source data are provided as a Source Data file-Fig-2.

### Persistent induction of tubular p21 expression and senescence in experimental DKD

Induction of p21 in DKD has been reported, but its contribution to hyperglycemic memory has not been shown hitherto^18^. Using a model of type 2 diabetes mellitus (T2DM; db/db mice) and a similar experimental set up (persistent hyperglycemia until age 16 weeks followed by reduction of blood glucose levels using SGLT2i; Supplementary Fig. 2a–c), we likewise observed sustained albuminuria (Supplementary Fig. 2d) in association with persistent p21 induction in renal cortex extracts (Fig. 2b, Supplementary Fig. 2e).

Immunohistological analyses revealed persistently increased p21 expression despite lowering blood glucose levels in tubular cells in the T1DM and the T2DM models (Fig. 2c, Supplementary Fig. 3a, b). Predominant p21 induction in tubular cells by high glucose (HG) was confirmed in vitro comparing mouse primary tubular cells (PTCs), mesangial cells (MESs), glomerular endothelial cells (GECs), and podocytes (Pod, Fig. 2d) and in diabetic eNOS^−/−^ mice, an established murine model with severe DKD (Supplementary Fig. 3c, d). Induction of p21 expression in the tubular compartment preceded structural glomerular changes in diabetes models (STZ, db/db, Supplementary Fig. 3e–j), indicating that p21-induction in tubular cells is not a consequence of glomerular injury.

In line with the in vivo observations, high glucose concentrations (25 mM, HG) cell-autonomously induced p21 expression within 24 hours in human kidney (HEK-293, Fig. 2e) and mouse tubular (BUMPT, Supplementary Fig. 4a, b) cells, and p21 expression remained high despite lowering the glucose concentration to 5 mM for an additional 24 hours in both cell lines. Concomitant exposure of tubular cells (BUMPT) to SGLT2i, both in the presence of normal (5 mM) or high (25 mM) glucose concentration, prevented glucose uptake by tubular cells (Supplementary Fig. 4c) and had no impact on p21 expression (Supplementary Fig. 4a, b), suggesting that SGLT2i itself does not modulate p21.

To ascertain that persistent p21-expression is not a consequence of SGLT2i treatment, we lowered blood glucose levels in the T1DM model using insulin (Supplementary Fig. 5a). Blood glucose levels were efficiently reduced by both interventions, with insulin being slightly more efficient (Supplementary Fig. 5b, c). Despite blood glucose lowering by insulin, p21 expression in renal cortex extracts remained high (Fig. 2f), which was associated with persistent albuminuria and histological damage in tubular cells (Supplementary Fig. 5d–h).

As p21 is closely associated with senescence^19^, we performed senescence-associated β-galactosidase (SA-β-gal) staining. SA-β-gal staining was increased in tubular cells of diabetic mice (T1DM and T2DM models) and remained high despite reducing blood glucose levels using SGLT2i or insulin (Fig. 2g, Supplementary Fig. 6). Sustained p21 expression and SA-β-gal staining despite glucose lowering interventions were associated with other markers of senescence, such as induction of senescence associated secretors phenotype (SASP) genes (e.g. IL-1b, IL-6) and of cell-cycle kinase inhibitors (p15, p16, p19), reduced proliferation (Ki-67) and Lamin B1, and increased γ-H2A.X (Supplementary Fig. 7). Likewise, in HEK-293 cells and mouse PTC, the maintenance of 25 mM glucose for 24 h induced β-galactosidase staining, which did not normalize despite returning cells to normal glucose concentrations (5 mM) (Supplementary Fig. 8). Sustained β-galactosidase staining was associated with other markers of cellular senescence (induction of γ-H2A.X and SASP-factors, reduction of Ki-67 or Lamin B1) (Supplementary Fig. 8). Thus, p21 expression remains elevated despite the normalization of glucose levels and is associated with senescence markers in renal tubular cells in various models of DKD.

### Sustained tubular p21 expression and senescence despite glucose normalization in humans

To scrutinize the relevance of these findings in the context of human DKD, we first analyzed p21 expression by immunohistochemistry. Tubular p21 expression was increased in renal biopsies obtained from diabetic patients with DKD (DM + DKD) but not in diabetic patients without DKD (DM-DKD) or non-diabetic controls (C, Supplementary Table 1, Fig. 3a, b). Tubular p21 expression was associated with increased γ-H2A.X staining (phosphorylated H2A histone family member X, a marker of DNA damage and senescence^20^) in patients with DKD (Fig. 3a, c).

**Fig. 3:**
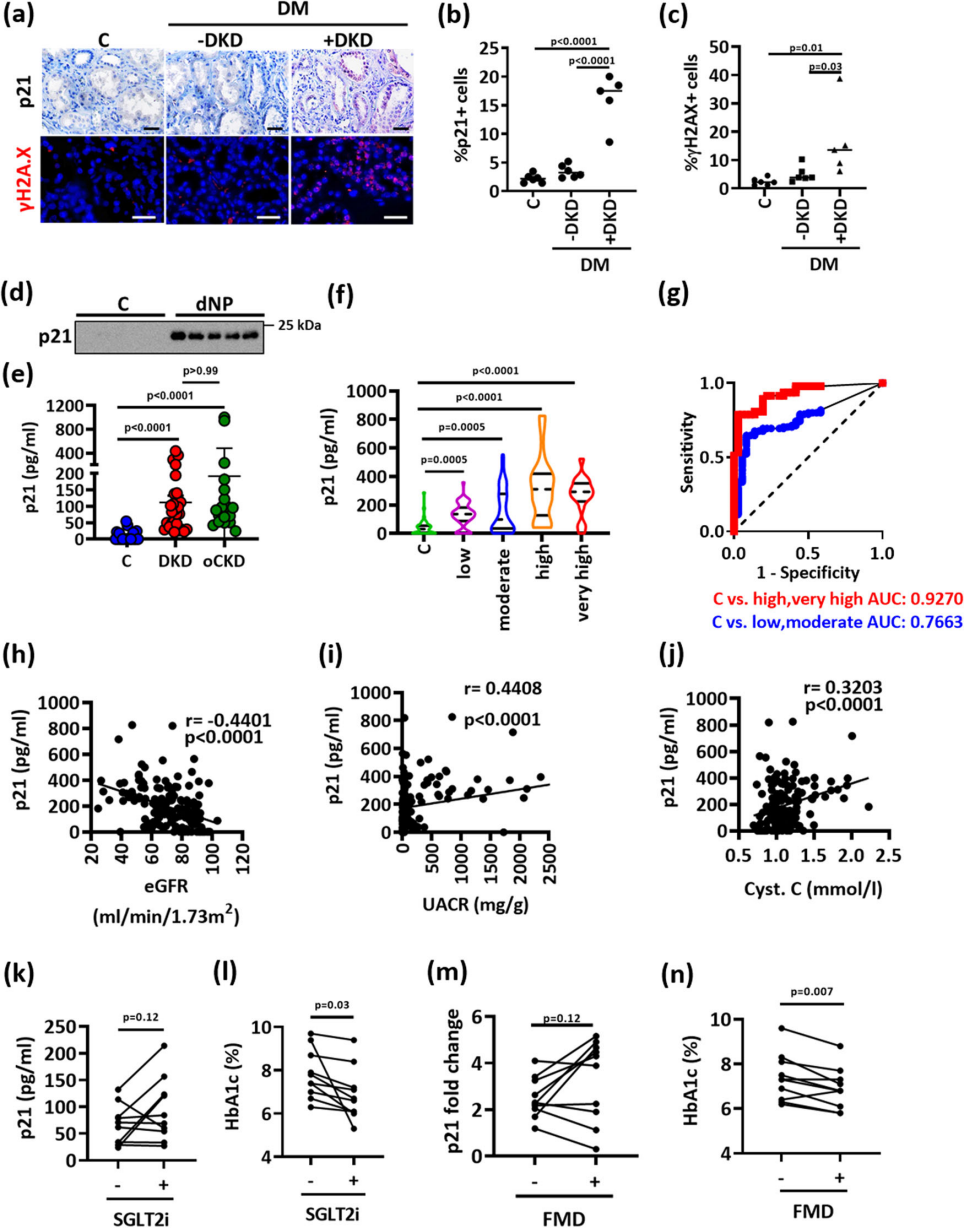
Sustained tubular p21 expression in human DKD. **a**–**c** Exemplary histological images of human kidney sections stained for p21 (top) or γ-H2A.X (histone H2A family X, bottom) obtained from non-diabetic controls (C; *n* = 6) or diabetic patients without (DM-DKD; *n* = 6) or with (DM + DKD; *n* = 5) DKD; p21 is detected by HRP-DAB reaction, brown; hematoxylin nuclear counter stain, blue; γ-H2A.X is immunofluorescently detected, red; DAPI nuclear counterstain, blue. Dot plots summarizing results for p21 (**b**) and γ-H2A.X (**c**); Scale bars represent 20 μm. one-way ANOVA with Sidak’s multiple comparison test. **d**, **e** Urinary p21, detected by immunoblotting (**d**) or ELISA (**e**; pg/ml) is markedly increased in patients with DKD (*n* = 26) compared to non-diabetic controls with normal kidney function (C; *n* = 22). Urinary p21 levels in patients with other causes of chronic kidney disease (oCKD; *n* = 18) are comparable to those in patients with DKD. Exemplary immunoblot (d) and dot plots reflecting mean ± SD showing the distribution of the urinary levels of p21 (**e**, Kruskal–Wallis test with Dunn’s multiple comparison test. **f** Violin plots showing the distribution of the urinary levels of p21 (pg/ml; ELISA) in normoglycemic controls (C; *n* = 36) and diabetic individuals which are classified according to KDIGO criteria from the LIFE-adult cohort (low risk, n = 52; moderate risk, *n* = 53; high risk, *n* = 29 and very high risk, n = 18). Kruskal-Wallis test with Dunn’s multiple comparison test. **g** Receiver operating characteristic (ROC) analyses of urinary p21 (pg/ml; ELISA) in diabetic individuals with low or moderate risk of CKD (blue) and in diabetic patients with high or very high risk of CKD (red) compared to non-diabetic controls (C). AUC: area under the curve. **h**–**j** Negative correlation of urinary p21 (pg/ml, ELISA) with estimated glomerular filtration rate (eGFR, ml/min/1.73 m², (**h**) and positive correlation with urinary albumin creatinine ration (UACR, mg albumin /g creatinine, (**i**) or with cystatin C serum levels (Cyt. C, mmol/l, **j**) in diabetic individuals from the LIFE-adult cohort. Pearson’s correlation. **k**–**n** line-graphs illustrating individual changes of urinary p21 (**k**; ELISA, pg/ml, **m**; immunoblot) or HbA1c (**l**, **n**) in diabetic patients with known DKD (*n* = 10) before (−) and after (+) SGLT2i treatment (**k**, **l**) or before (−) and after (+) fasting mimicking diet (FMD, **m**, **n**). Paired t-test. Gels/blots were processed in parallel; source data are provided as a Source Data file-Fig-3.

Biopsies from diabetic patients are not routinely obtained, precluding monitoring of tubular p21 expression. Hence, we determined whether p21 can be detected in urine samples. p21 was readily detectable by immunoblotting in randomly chosen urinary samples from diabetic patients with known DKD (*N* = 5), but not in healthy controls (*N* = 6, Fig. 3d). We next determined urinary p21 in a group of patients with known DKD (*N* = 26) and compared these to patients with normal renal function (*N* = 22, Supplementary Table 2), both recruited from the local outpatient clinic. Urinary p21 was readily detectable by ELISA and was on average much higher in patients with DKD (26 out of 26 positive) in comparison to outpatients with other diseases, but normal renal function (6 out of 22 positive, Fig. 3e).

To determine whether tubular p21 expression is specific for DKD or may be observed in other forms of chronic kidney disease (CKD), we obtained renal biopsies from patients with CKD unrelated to diabetes mellitus. Again, we observed p21 expression predominately in tubular cells (Supplementary Fig. 9a). Likewise, in a different group of patients with CKD unrelated to diabetes mellitus, again recruited from the local outpatient clinic, we observed increased urinary p21 levels (Fig. 3e, Supplementary Table 2). These results suggest that tubular p21 expression is not specific for DKD but may be a hallmark of non-reversible CKD (“nrCKD”).

We next analyzed urinary p21 in DKD in a larger cohort. We identified non-diabetic and diabetic individuals in a large cross-sectional cohort (LIFE-Adult, Supplementary Table 3)^21^. The severity of DKD was classified according to the KDIGO criteria^22^. Urinary p21 was again significantly increased in diabetic participants compared to non-diabetic individuals (Fig. 3f). Urinary p21 levels were already increased in diabetic patients with a low or moderate risk of CKD, and further increased in patients with high or very high risk of CKD (Fig. 3f). ROC-analyses of urinary p21 revealed an AUC of 0.7663 for the detection of patients at a low or moderate CKD risk, while the AUC was 0.9270 for the detection of patients at a high or very high risk of CKD (Fig. 3g), corroborating that urinary p21 increases with the severity of kidney disease. Accordingly, urinary p21 was inversely correlated with the glomerular filtration rate (GFR) and directly correlated with albuminuria and cystatin C serum levels in diabetic patients (Fig. 3h–j).

To analyze whether p21 levels remain elevated in patients with DKD despite blood glucose reduction, we assessed urinary p21 in diabetic patients before and after blood glucose lowering resulting from SGLT2i treatment (Supplementary Table 4) or from a fasting-mimicking diet^23^ (Supplementary Table 5). Urinary p21 was increased in patients with DKD and remained high despite blood glucose reduction in most of these patients (Fig. 3k–n, Supplementary Fig. 9b–d).

Taken together, (i) the increase of tubular p21 expression in diabetic patients with DKD, but not in diabetic patients without DKD, (ii) the increase of urinary p21 in diabetic patients in association with an increasing KDIGO grade of CKD, and (iii) the persistent increase of urinary p21 despite improved blood glucose levels in diabetic patients support a model in which renal tubular p21 expression reflects persistent tubular damage in DKD, contributing to the hyperglycemic memory. These data raise the question of whether reversing p21 induction may “erase” the hyperglycemic memory.

### aPC reverses glucose induced p21 promoter methylation and sustained p21 expression

We have previously shown that the coagulation protease aPC reverses epigenetically induced p66^Shc^ expression in diabetic vascular diseases^12,13^. To determine whether aPC reverses glucose-induced and sustained p21 expression, we conducted in vitro experiments using HEK-293 and mouse PTCs. HG induced p21 expression in HEK-293 and PTCs, and the expression remained high despite normalization of glucose levels (HG/NG, Fig. 4a–c). Exposure of cells to aPC (20 nM) along with high glucose concentrations had no impact on p21 induction or sustained p21 expression during the subsequent 24 hours of low glucose concentrations (HG(aPC)/NG, Fig. 4a, b). In contrast, the addition of aPC at the time of glucose normalization reduced p21 expression (HG/NG(aPC), Fig. 4a–c).

**Fig. 4:**
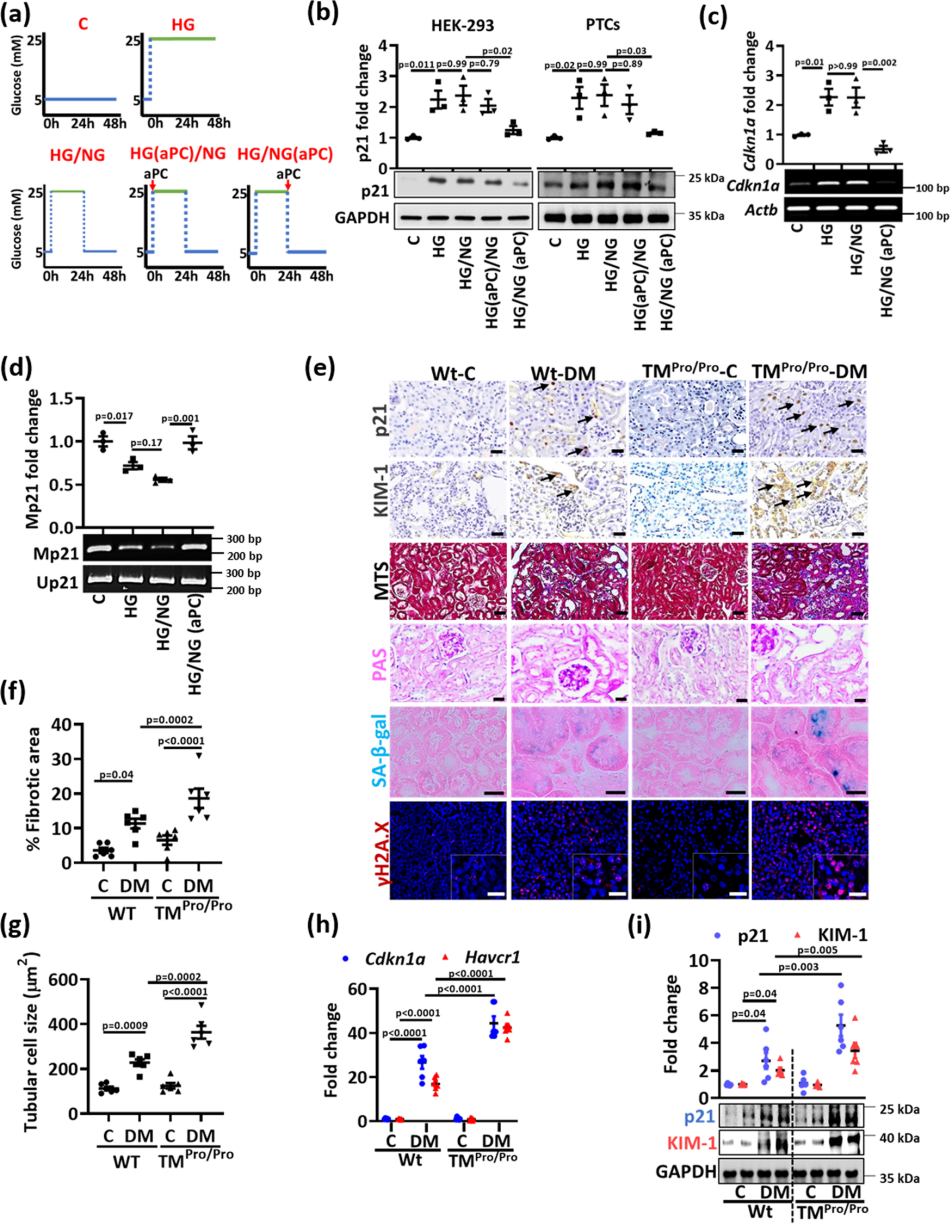
Impaired protein C activation increases tubular p21 expression and senescence in vivo. **a** Experimental scheme of in vitro experiments with human kidney cells (HEK-293) or mouse primary tubular cells (PTCs). Experimental conditions: control with continuously normal glucose (C, 5 mM glucose), continuously high glucose (HG, 25 mM, 48 h), high glucose for 24 h followed by normal glucose (NG, 5 mM glucose) for 24 h without aPC-exposure (HG/NG), with aPC (20 nM) during the high glucose exposure (HG(aPC)/NG), or with aPC (20 nM) upon returning cells to normal glucose (HG/NG(aPC)). **b** Exemplary immunoblots of p21 (bottom; loading control: GAPDH) in HEK-293 cells and mouse PTCs and dot plots summarizing results (top). Experimental conditions as described in (**a**). **c**, **d** Exemplary images (bottom) and dot plots summarizing results (top) of p21 (*Cdkn1a*) mRNA-levels determined by semiquantitative RT-PCR (control: β-actin, *Actb*; c) and methylation-specific PCR (d) of the p21-promoter (Mp21; control: unmethylated p21, Up21) in HEK-293 cells (experimental conditions as described in **a**). **e** Exemplary histological images from non-diabetic (C) or diabetic (DM) wild-type (Wt) and TM^Pro/Pro^ mice for p21 (immunohistochemically detected by HRP-DAB-reaction, brown, examples illustrated by arrows; hematoxylin counterstain), interstitial fibrosis (Masson’s trichrome stain, MTS), periodic acid Schiff stain (PAS), SA-β-gal. stain (senescence associated β-galactosidase, blue; eosin counterstain), and γ-H2A.X immunohistochemistry (histone H2A family X, red; DAPI nuclear counterstain, insets: larger magnification); all scale bars represent 20 μm. **f**, **g** Dot plots summarizing tubular fibrotic area (**f**) and tubular cell size (**g**) in experimental groups (as described in (**e**). **h** Dot plot summarizing renal p21 (*Cdkn1a*) and KIM-1 (*Havcr1*) expression (mRNA, qRT-PCR) in experimental groups (as described in **e**). **i** Representative immunoblots (bottom; loading control: GAPDH) and dot plot summarizing results (top) for renal p21 and KIM-1 expression in experimental groups (as described in **e**). Dot plots reflecting mean ± SEM of 3 independent experiments (**b**–**d**) or 6 mice per group (**f**–**i**); one-way ANOVA with Sidak’s multiple comparison test (**b**–**d**) or two-way ANOVA with Sidak’s multiple comparison test (**f**–**i**). Gels/blots were processed in parallel; source data are provided as a Source Data file-Fig-4.

In view of perpetuated p21 mRNA expression in tubular cells, we next analyzed p21 promoter methylation. HG-induced p21 mRNA expression was associated with reduced p21 promoter methylation (Fig. 4c, d). Restoring low glucose concentrations had no impact on p21 mRNA expression and p21 promoter hypomethylation (HG/NG, Fig. 4c, d), while the addition of aPC (20 nM) at the time glucose levels were reduced fully restored p21 promoter methylation and reduced p21 mRNA expression (HG/NG(aPC), Fig. 4c, d).

To determine whether the aPC-dependent p21 suppression in tubular cells reduces senescence, we analyzed PTCs. The sustained induction of senescence-associated markers (increased SASP-factors, γ-H2A.X, β-galactosidase staining and decreased Ki-67, Lamin B1) in PTCs upon exposures to 25 mM glucose for 24 h followed by 24 h of normal glucose levels (5 mM) was normalized upon addition of aPC (20 nM) at the time of returning cells to normal glucose concentrations (Supplementary Fig. 10). These results show that aPC reverses glucose-induced, sustained p21 expression, associated p21 promoter hypomethylation and markers of senescence in renal tubular cells.

### Impaired protein C activation increases tubular p21 expression and senescence in vivo

Hyperglycemia is associated with endothelial dysfunction and impaired thrombomodulin (TM)-dependent protein C activation^14,15^. To determine whether impaired TM-dependent protein C activation aggravates glucose-induced tubular p21 expression and senescence, we analyzed mice with low endogenous aPC generation secondary to a point mutation in the TM gene (*Thbd*, Glu404Pro, TM^Pro/Pro^ mice)^24^. This point mutation mimics impaired TM-dependent protein C activation due to oxidative damage^25^. If diabetic, TM^Pro/Pro^ mice display increased glomerular damage^15^, but the consequences for tubular damage and tubular senescence have not been investigated hitherto. In addition to albuminuria and normalized kidney weight, interstitial fibrosis and tubular cell size (reflecting cellular hypertrophy) were enhanced in diabetic TM^Pro/Pro^ mice after 22-weeks of persistent hyperglycemia as compared to diabetic wild-type littermates despite comparable blood glucose levels (Fig. 4e–g, Supplementary Fig. 11a–e). Concomitantly, p21 (*Cdkn1a*) and KIM-1 (kidney injury molecule-1, *Havrc1*) expression (mRNA and protein levels) were increased in diabetic TM^Pro/Pro^ mice as compared to diabetic wild-type mice (Fig. 4e, h, i, Supplementary Fig. 11f). The increased tubular cell hypertrophy and p21 expression indicate enhanced tubular cell senescence, which is supported by greater SA-β-gal and γ-H2A.X staining (Fig. 4e, Supplementary Fig. 11g, h) and induction of SASP genes in diabetic TM^Pro/Pro^ mice (Supplementary Fig. 12a). Changes of other markers reflecting senescence (p15, p16, p19, Ki-67 and Lamin B1) were comparable between diabetic wild type and diabetic TM^Pro/Pro^ mice (Supplementary Fig. 12b–e). These data show that impaired endogenous PC activation aggravates tubulointerstitial damage and tubular cell senescence in DKD, potentially in a p21-dependent fashion.

### p21 mediates enhanced tubular senescence in aPC-deficient mice

To analyze the relevance of p21 for increased tubulointerstitial damage and tubular senescence in diabetic aPC-deficient mice, we analyzed TM^Pro/Pro^ mice with genetically superimposed p21 deficiency (TM^Pro/Pro^ x p21^−/−^). Despite comparable blood glucose levels among diabetic mice (22 weeks of persistent hyperglycemia), genetically superimposed p21 deficiency markedly reduced albuminuria and normalized kidney weight in hyperglycemic TM^Pro/Pro^ mice (Fig. 5a, Supplementary Fig. 13a, b). In parallel, tubular and interstitial damage (fibrotic area, KIM-1 expression, Fig. 5b–e) as well as markers of tubular cell senescence (SA-β-gal, γ-H2A.X, proliferation (Ki-67) and Lamin B1 expression, Fig. 5b, f, g and Supplementary Fig. 13c–e) were improved in TM^Pro/Pro^ x p21^−/−^ mice. Remarkably, indices of glomerular injury, such as extracellular matrix accumulation (FMA, fractional mesangial area, Fig. 5b, d) or reduced podocyte marker expression (nephrin, synaptopodin, WT-1, Fig. 5h, i, Supplementary Fig. 14), were not improved in TM^Pro/Pro^ x p21^−/−^ mice, indicating that p21 induction causes primarily tubular damage in mice with low aPC levels. Taken together, the increased tubulointerstitial damage and senescence in diabetic TM^Pro/Pro^ mice depends on p21 expression, supporting a model in which thrombomodulin-dependent aPC-generation regulates tubular p21 expression and senescence in DKD.

**Fig. 5:**
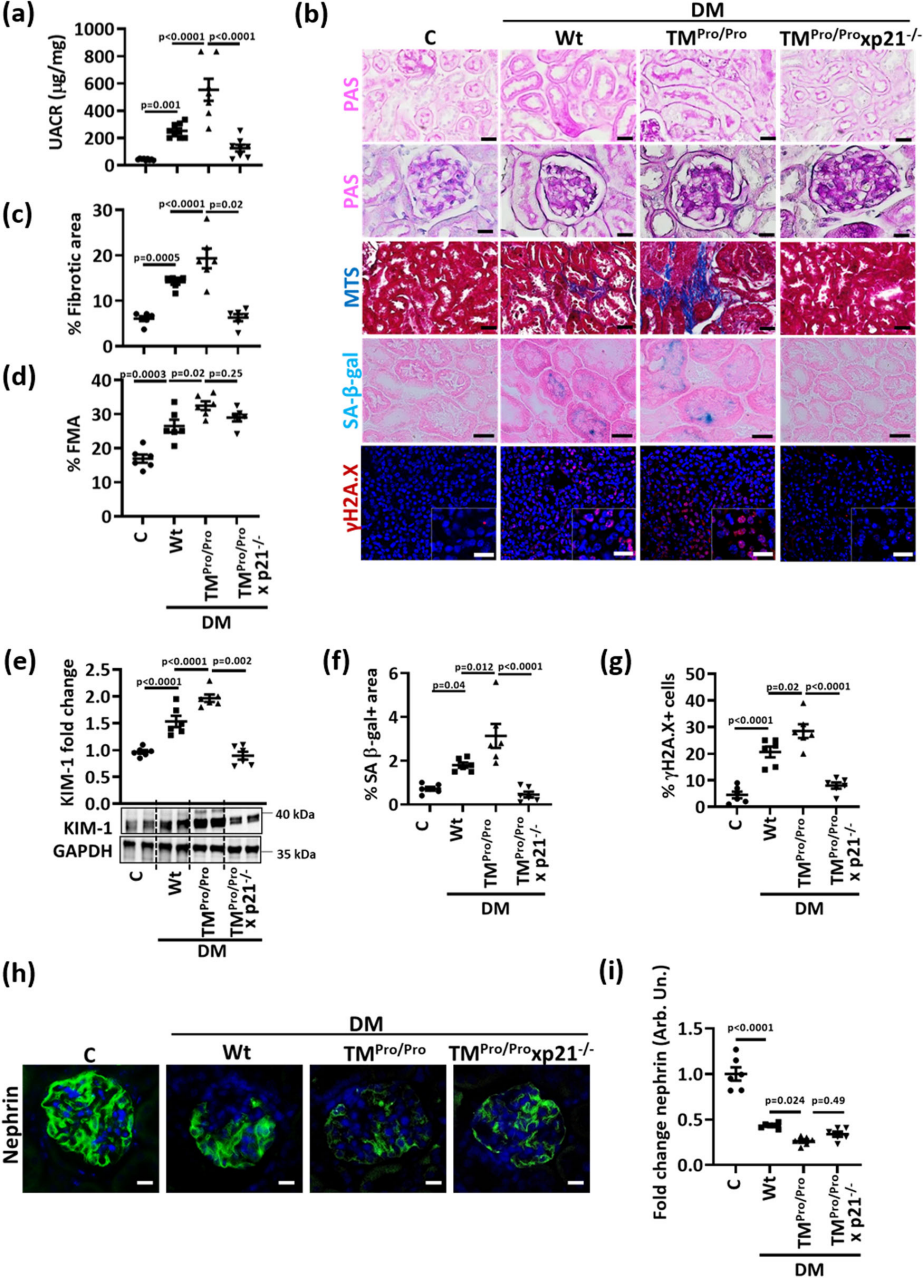
p21 mediates enhanced tubular senescence in aPC-deficient mice. **a** Dot plot summarizing albuminuria (urinary albumin-creatinine ratio, µg albumin/mg creatinine; UACR) in non-diabetic (C, *n* = 9) or diabetic (DM) wild-type (Wt, *n* = 8), TM^Pro/Pro^ (*n* = 7) and TM^Pro/Pro^ x p21^−/−^ (*n* = 8) mice. **b** Exemplary histological images of periodic acid Schiff stains (PAS) showing tubuli (top) or glomeruli (2^nd^ row), interstitial fibrosis (Masson’s trichrome stain, MTS), SA-β-gal. stain (senescence associated β-galactosidase, blue; eosin counterstain), and γ-H2A.X immunohistochemistry (histone H2A family X, red; DAPI nuclear counterstain, insets: larger magnification) in experimental groups (as described in **a**); all scale bars represent 20 μm. **c**, **d** Dot plots summarizing tubular fibrotic area (**c**) and fractional mesangial area (FMA, **d**), the latter reflecting glomerulosclerosis in experimental groups (as described in **a**). **e** Exemplary immunoblot (bottom; loading control: GAPDH) and dot plot summarizing results (top) of renal KIM-1 expression in experimental groups (as described in **a**). **f**, **g** Dot plots summarizing percentage of SA-β-gal. positive area (**f**) and percentage of γ-H2A.X positive cells (**g**) in experimental groups (as described in **a**). **h**, **i** Exemplary histological images of glomerular nephrin expression (green, DAPI nuclear counterstain, blue, **h**), and dot plot summarizing nephrin staining intensity fold change (**i**) in experimental groups (as described in **a**). Dot plots reflecting mean ± SEM of six mice per group; one-way ANOVA with Sidak’s multiple comparison test. Source data are provided as a Source Data file-Fig-5.

### High glucose and aPC differentially regulate renal DNMT1 expression

We next investigated the mechanism regulating persistent tubular p21 expression and p21-promoter demethylation in hyperglycemic conditions. As DNA methylation depends on the activity of DNA methyltransferases (DNMTs), we analyzed total DNMT activity. HG reduced DNMT activity in HEK-293 cells in vitro, which remained low despite normalization of glucose levels (HG/NG), but was restored upon concomitant exposure to aPC (20 nM, HG/NG(aPC), Fig. 6a). Expression analyses of individual DNMTs revealed that HG induced sustained suppression of DNMT1 and DNMT3b but had no impact on DNMT3a (Fig. 6b–d). Addition of aPC at the time of returning cells to normal glucose concentrations restored DNMT1 and DNMT3b expression in vitro (Fig. 6b, d).

**Fig. 6:**
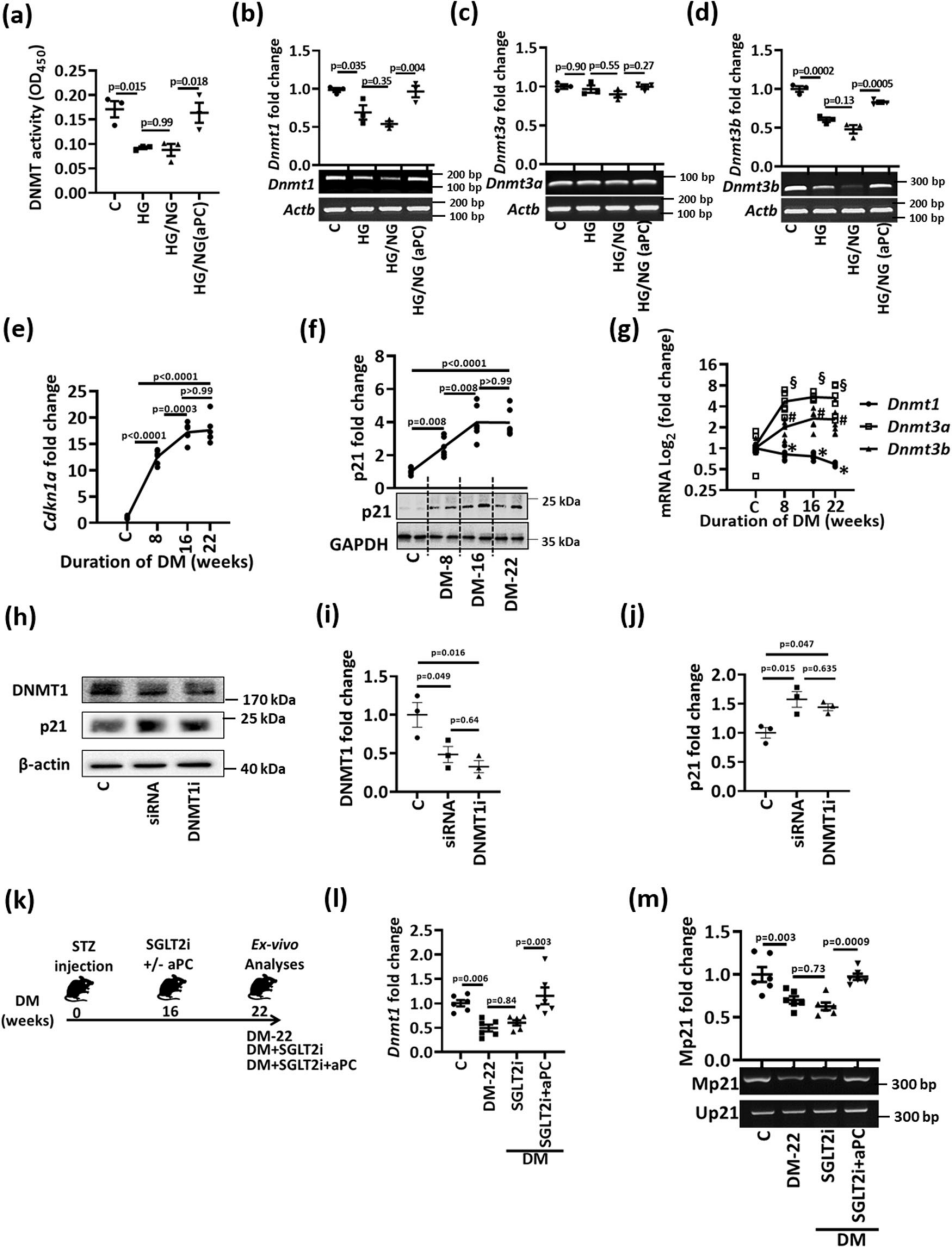
aPC regulates p21 promoter methylation and DNMT1 in tubular cells. **a** Dot-plot summarizing total DNMT-activity in HEK-293 cells. Experimental conditions: control with continuously normal glucose (C, 5 mM glucose), continuously high glucose (HG, 25 mM, 48 h), high glucose for 24 h followed by normal glucose (NG, 5 mM glucose) for 24 h without aPC-exposure (HG/NG), or with aPC (20 nM) upon returning cells to normal glucose (HG/NG(aPC)). **b**–**d** Exemplary gel-images of *Dnmt1* (**b**), *Dnmt3a* (**c**), and *Dnmt3b* (**d**); (bottom; semi-quantitative RT-PCR, loading control: β-actin, *Actb*) expression and dot-plots summarizing results (top) in experimental conditions (as described in **a**). **e**–**g** Kinetics of renal p21 (*Cdkn1a*) expression (**e**, mRNA, qRT-PCR; **f**, protein expression). Exemplary immunoblot (f, bottom; GAPDH: loading control) and line-graph summarizing results (top). Line-graph summarizing *Dnmt1, Dnmt3a* and *Dnmt3b* expression in vivo (**g**, mRNA, qRT-PCR). Diabetic wild-type mice (STZ model, age 8, 16, or 22 weeks) were compared to non-diabetic mice (C, age 30 weeks). *P = 0.022 (C vs 8), *P = 0.002 (C vs 16), *P < 0.0001 (C vs 22). #*P* = 0.001 (C vs 8), #*P* = 0.0002 (C vs 16), #*P* = 0.0003 (C vs 22). §*P* = 0.15 (C vs 8), §*P* = 0.007 (C vs 16), §*P* = 0.011 (C vs 22). **h**–**j** Exemplary immunoblots of DNMT1 and p21 (β-actin: loading control) in murine primary tubular cells (**h**) and dot-plots summarizing results of DNMT1 (**i**) and p21 (**j**). Experimental conditions: control (C), DNMT1 siRNA (24 h, siRNA), and DNMT1 vivo morpholino (10 µM, 24 h, DNMT1(**i**). **k** Experimental scheme: 16 weeks after induction of persistent hyperglycemia with STZ, diabetic mice were treated with PBS (DM-22), sodium/glucose cotransporter 2-inhibitor (Dapagliflozin®, DM + SGLT2i) or a combination of SGLT2i and aPC (DM + SGLT2i + aPC) for further 6 weeks. **l**, **m** Dot-plots summarizing renal *Dnmt1* expression (i, mRNA, qRT-PCR), and exemplary images of methylation-specific PCR (**j**, bottom) and dot-plot summarizing results (**j**, top) of p21-promoter (Mp21; control: unmethylated p21, Up21) in experimental groups (as described in **h**). Dot-plots or line-graphs reflecting mean ± SEM of three independent experiments (**a**–**d**, **i**, **j**), 4 mice per group (**e**–**g**), or 6 mice per group (**i**, **m**); one-way ANOVA with Sidak’s multiple comparison test. Gels/blots were processed in parallel; source data are provided as a Source Data file-Fig-6.

To scrutinize the relevance of p21 and DNMTs in vivo, we first determined the expression of p21 and DNMTs at different time points after the induction of persistent hyperglycemia. An increase of p21 mRNA and protein expression was already detectable 8 weeks after induction of hyperglycemia and increased further until week 16 (Fig. 6e, f). In parallel, we observed a reduction in DNMT1 in vivo, whereas DNMT3a and DNTM3b were induced (Fig. 6g). As epigenetic control is finely tuned by methylating and demethylating enzymes, we screened additional epigenetic regulators previously linked with DKD^4,26^. Among these, expression of Tet2 and Kdm6a were persistently induced despite glucose lowering by SGLT2i or insulin (Supplementary Fig. 15). As suppression of DNMT1 in BUMPT cells and primary murine tubular cells was sufficient to induce p21 expression (Fig. 6h–j, Supplementary Fig. 16), we focused on the role of DNMT1 in regulating p21 expression in DKD.

To determine whether DNMT1 suppression is memorized in diabetic mice and whether aPC can reverse memorized DNMT1 suppression in vivo, we again reversed hyperglycemia in mice after 16 weeks for an additional 6 weeks (DM + SGLT2i, Fig. 6k). A subgroup of mice received aPC in addition to the SGLT2i following an established protocol (DM + SGLT2i + aPC, Fig. 6k)^12^. In mice with persistent hyperglycemia for 22 weeks (DM-22), DNMT1 expression was reduced (Fig. 6l). A reduction of blood glucose levels by SGLT2i from weeks 16 to 22 did not restore DNMT1 expression (DM + SGLT2i, Fig. 6l), while addition of aPC restored DNMT1 expression (DM + SGLT2i + aPC, Fig. 6l). Parallel to restoring DNMT1 expression, aPC reversed hyperglycemia-induced persistent hypomethylation of the p21 promoter (Fig. 6m). These results support a model in which reduced DNMT1 expression is linked with p21 promoter hypomethylation and increased p21 expression in DKD, which can be reversed by aPC.

### aPC reverses glucose-induced and sustained renal p21 expression and tubular injury via DNMT1

To analyze whether aPC reverses tubular injury and senescence via DNMT1 in vivo, we reduced blood glucose levels in diabetic mice using SGLT2i starting at week 16 post induction of hyperglycemia for further six weeks (DM + SGLT2i), adding aPC in a subgroup of mice (DM + SGLT2i + aPC+PBS, Fig. 7a, b). In agreement with results shown in Fig. 1, lowering blood glucose levels did not normalize albuminuria (Fig. 7c). Likewise, markers of tubular injury (tubular dilatation, tubulointerstitial fibrosis, increased KIM-1 expression) and tubular senescence (expression of p21, SA-β-gal, γ-H2A.X, Ki-67, Lamin B) as well as reduced DNMT1 expression and p21 promoter demethylation were comparable in SGLT2i-treated (DM + SGLT2i) mice and mice with persistent hyperglycemia (DM-22, Fig. 7d–g, Supplementary Fig. 17). In contrast, treatment of diabetic mice with aPC in addition to SGLT2i from weeks 16 to 22 markedly reduced albuminuria to levels below those observed after 16 weeks of hyperglycemia (DM-16 versus DM + SGLT2i + aPC+PBS, Fig. 7b) and comparable to those in non-diabetic control mice (C versus DM + SGLT2i + aPC+PBS, Fig. 7b). In addition, markers of tubular damage (tubular dilatation, tubulointerstitial fibrosis, KIM-1 expression) and tubular senescence (expression of p21, SA-β-gal, γ-H2A.X, Ki-67, Lamin B) were normalized while DNMT1 expression and p21 promoter methylation were increased by aPC (Fig. 7d–g, Supplementary Fig. 17).

**Fig. 7:**
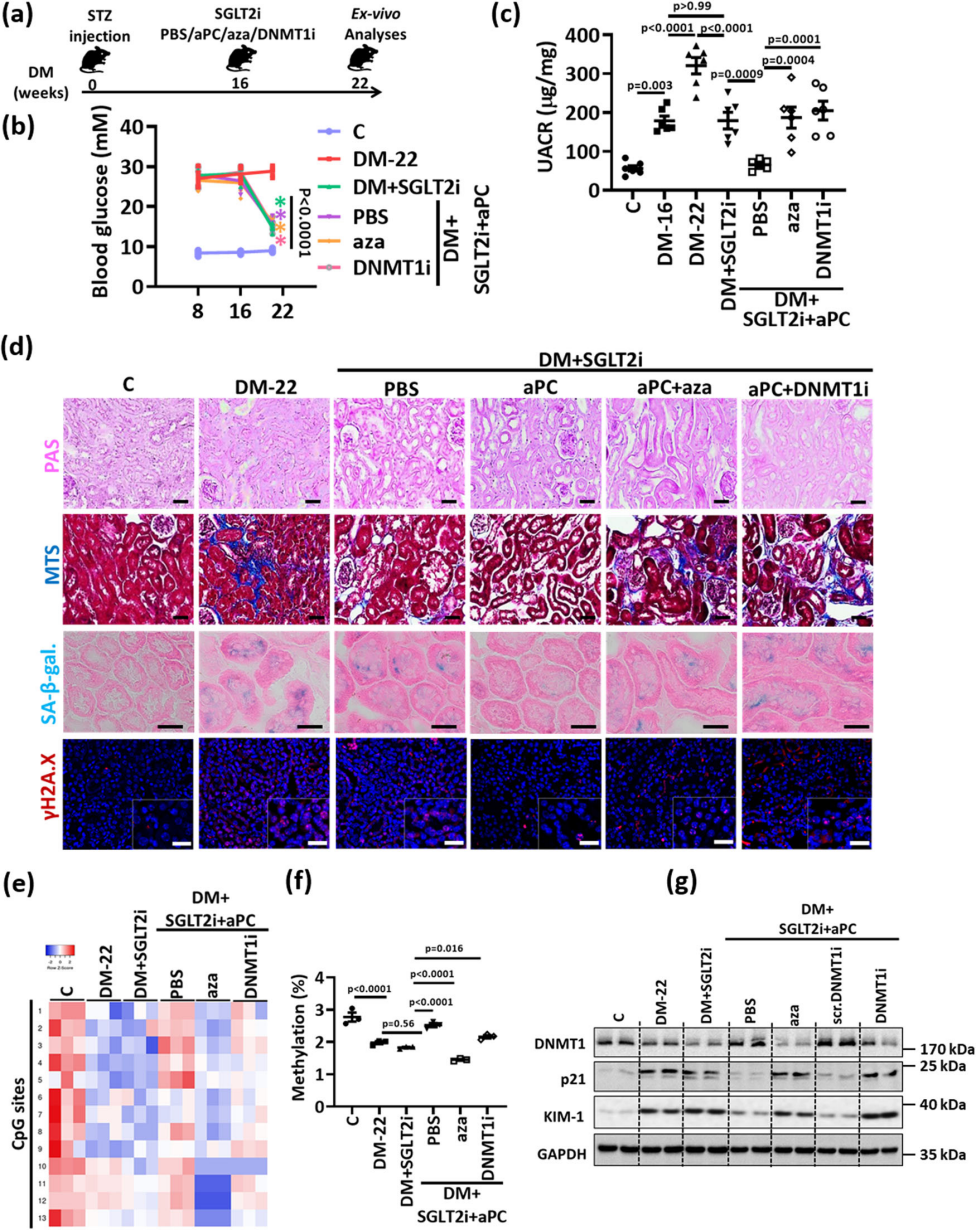
aPC reverses epigenetically sustained renal p21 expression and tubular senescence. **a** Experimental scheme: 16 weeks after induction of persistent hyperglycemia, diabetic mice were treated with PBS (DM-22), sodium/glucose cotransporter 2-inhibitor (Dapagliflozin®, DM + SGLT2i), a combination of SGLT2i and aPC (DM + SGLT2i + aPC), a combination of SGLT2i, aPC and the pan DNMTs-inhibitor 5-aza-deoxycytidine (DM + SGLT2i + aPC+aza), or a combination of SGLT2i, aPC and a vivo morpholino targeting DNMT1 (DM + SGLT2i-aPC-DNMT1i) for further 6 weeks. **b** Average blood glucose levels in experimental groups (as described in a) after 8 or 16 weeks of persistent hyperglycemia and at 22 weeks. **c** Dot plot summarizing albuminuria (urinary albumin-creatinine ratio, µg albumin/mg creatinine; UACR) in experimental groups (as described in **a**). Baseline albuminuria before interventions was determined after 16 weeks of hyperglycemia (DM-16). **d** Exemplary histological images of periodic acid Schiff stains (PAS), interstitial fibrosis (Masson’s trichrome stain, MTS), SA- β-gal. stain (senescence associated β-galactosidase, blue; eosin counterstain), and γ-H2A.X (histone H2A, family X, immunohistochemistry, red; DAPI: nuclear counterstain, insets: larger magnification) in experimental groups (as described in **a**); scale bars represent 20 μm; all scale bars represent 20 μm. **e**, **f** Heat map summarizing methylation status of CpG sites in the p21 promotor region (**e**, the degree of methylation at each CpG site is represented according to the color code.) and dot plot summarizing cumulative quantification CpG islands’ methylation (**f**) in kidneys of experimental groups (as described in **a**). **g** Expression of renal p21, DNMT1 and KIM-1 protein (exemplary immunoblot, **g**; loading control: GAPDH in experimental groups (as described in **a**). A nonspecific scrambled vivo morpholino (scr. DNMT1i) has no effect. Line graph and dot plots reflecting mean ± SEM of 6 mice per group; one-way ANOVA with Sidak’s multiple comparison test. Gels/blots were processed in parallel; source data are provided as a Source Data file-Fig-7.

To determine whether aPC controls p21 expression and tubular injury via DNMT1, we chose two complimentary approaches. We either (i) added the pan DNMT inhibitor 5-aza-2’-deoxycytidine (DM + SGLT2i + aPC+aza; 5-aza-2’-deoxycytidine reduces DNMT1 activity and its expression^27^) or (ii) specifically inhibited DNMT1 expression (using vivo-morpholino^28^, DM + SGLT2i + aPC+DNMTi) on top of SGLT2i and aPC treatment in mice with 16 weeks of established hyperglycemia (Fig. 7a). 5-aza-2’-deoxycytidine and DNMT1 vivo morpholino markedly reduced DNMT1 expression (Fig. 7g, Supplementary Fig. 17f). Both interventions abolished aPC’s protective effect, increasing albuminuria levels, tubular dilatation, tubulointerstitial fibrosis, KIM-1 and expression of the senescence associated markers p21, SA-β-gal γ-H2A.X, while Ki-67, Lamin B1 were reduced to levels observed in mice treated with SGLT2i only (Fig. 7c–g, Supplementary Fig. 17). In agreement with an epigenetic regulation, p21 promoter methylation was increased and p21 mRNA levels were suppressed by aPC (DM + SGLT2i + aPC+PBS), but this effect was reversed upon additional treatment with 5-aza-2’-deoxycytidine (DM + SGLT2i + aPC+aza) or DNMT1 vivo morpholino (DM + SGLT2i + aPC+DNMTi, Fig. 7e). A nonspecific scrambled vivo morpholino (Scr-DNMTi) had no effect (Fig. 7, Supplementary Fig. 17). These data establish that aPC controls renal p21 expression via DNMT1.

### aPC regulates epigenetically sustained p21 expression independent of its anticoagulant function

aPC conveys its cytoprotective effect at least partially independent of its anticoagulant properties through receptor-dependent mechanisms, involving typically protease-activated receptors (PARs) and the endothelial protein C receptor (EPCR)^29^. Expression of PAR1, PAR2, PAR4, and EPCR, known to be expressed in an immortalized mouse tubular cell line (BUMPT-cells)^30^, was confirmed in mouse PTCs (Supplementary Fig. 18a). Upon knockdown of PARs or EPCR, we identified PAR1 and EPCR as the receptors required for aPC-mediated reversal of glucose-induced and sustained p21 and KIM-1 expression (Supplementary Fig. 18b, c). The receptor dependent modulation of p21 expression suggests that aPC’s effect on tubular p21 expression is independent of its anticoagulant function.

To determine whether aPC reverses glucose induced p21 expression and associated tubular damage independent of its anticoagulant function in vivo, we used aPC-based pharmacological agents with markedly reduced anticoagulant potential^12^: (i) 3K3A-aPC, an aPC mutant with largely reduced anticoagulant but sustained signaling efficacy and (ii) parmodulin-2, a small peptide mimicking biased aPC signaling via PAR1^31–33^. Again, after 16 weeks of hyperglycemia we initiated treatment with SGLT2i in combination with phosphate-buffered saline (PBS, control), 3K3A-aPC, or parmodulin-2 (Fig. 8a). While blood glucose levels in SGLT2i plus PBS, 3K3A-aPC or parmodulin-2 treated mice were comparable (Fig. 8b), 3K3A-aPC or parmodulin-2 on top of SGLT2i both markedly reduced albuminuria compared to that in SGLT2i + PBS mice (Fig. 8c). While SGLT2i + PBS had no impact on DNMT1 or p21 expression, 3K3A-aPC and parmodulin-2 in addition to SGLT2i increased DNMT1 while reducing p21 expression in renal cortex extracts (Fig. 8d–f, Supplementary Fig. 19a), which was associated with improvement of renal tubular damage (reduced tubular dilatation, interstitial fibrosis, KIM-1 expression) and a normalization of senescence markers (p21, SA-β-gal γ-H2A.X, Ki-67, Lamin B, Fig. 8f, g and Supplementary Fig. 19b–i).

**Fig. 8:**
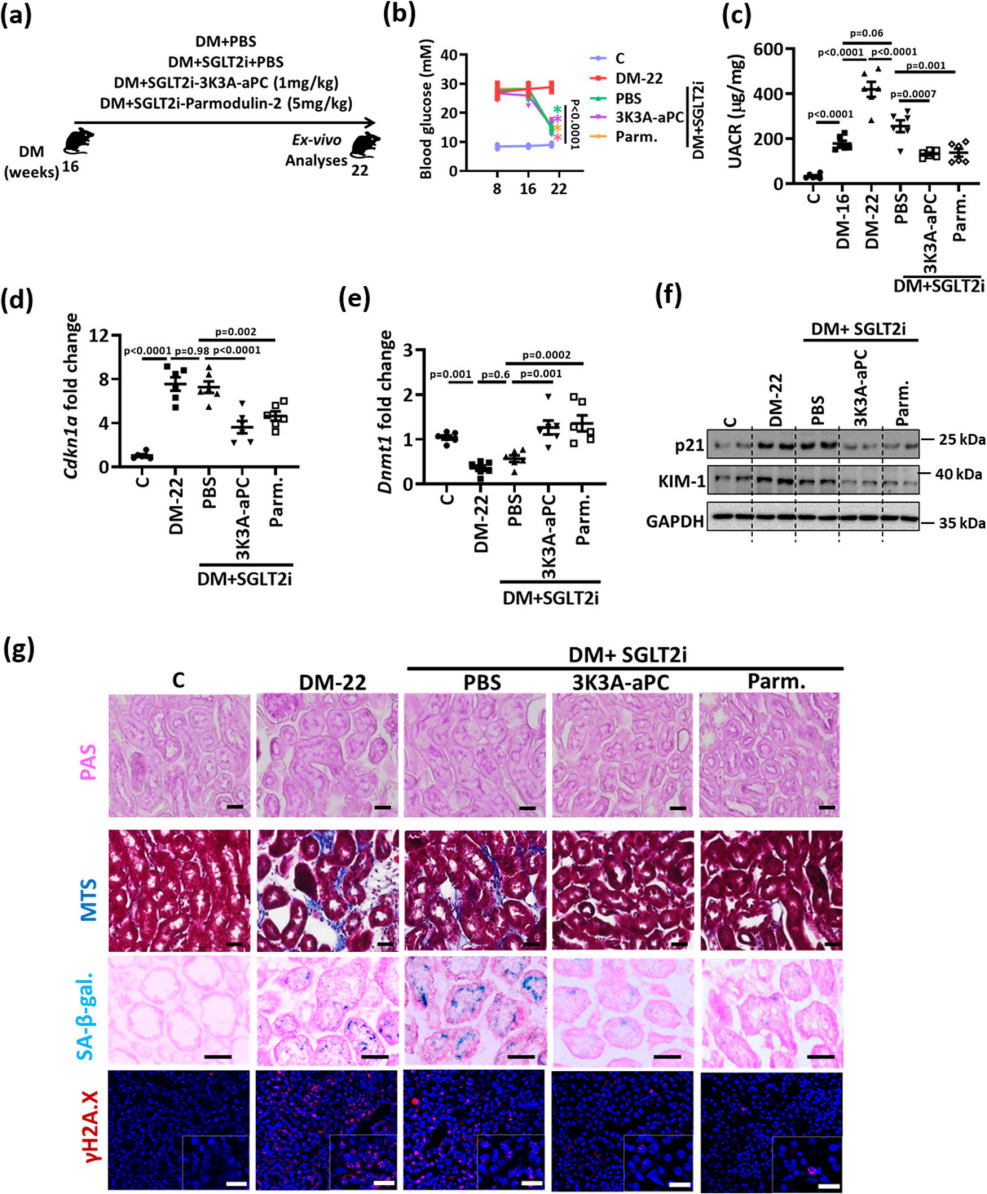
aPC regulates epigenetically sustained p21 expression independent of its anticoagulant function. **a** Experimental scheme: 16 weeks after induction of persistent hyperglycemia, diabetic mice were treated with PBS (DM + PBS), sodium/glucose cotransporter 2-inhibitor (Dapagliflozin®, DM + SGLT2i), a combination of SGLT2i and 3K3A-aPC (DM + SGLT2i + 3K3A-aPC) or a combination of SGLT2i, aPC and parmodulin-2 (DM + SGLT2i + Parm.) for further 6 weeks. **b** Average blood glucose levels after 8 and and16 weeks of persistent hyperglycemia and at 22 weeks in experimental groups (as described in **a**). **c** Dot plot summarizing albuminuria (urinary albumin-creatinine ratio, µg albumin/mg creatinine; UACR) in experimental groups (as described in **a**). Baseline albuminuria before interventions was determined after 16 weeks of hyperglycemia (DM-16). **d**–**f** Expression of renal p21 mRNA (*Cdkn1a*, qRT-PCR, **d**; and protein, **f**), renal DNMT1 mRNA (*Dnmt1*, qRT-PCR, **e**), and renal KIM-1 (protein, **f**) in experimental groups (as described in **a**). Exemplary immunoblots (f; GAPDH: loading control). **g** Exemplary histological images of periodic acid Schiff stain (PAS), interstitial fibrosis (Masson’s trichrome stain, MTS), SA- β-gal. stain (senescence associated β-galactosidase), and γ-H2A.X (histone H2A, family X, red, immunofluorescent, DAPI nuclear counterstain, insets: larger magnification) in experimental groups (as described in **a**); all scale bars represent 20 μm. Line graph or dot plots reflecting mean ± SEM of six mice per group; one-way ANOVA with Sidak’s multiple comparison test. Gels/blots were processed in parallel; source data are provided as a Source Data file-Fig-8.

Taken together, these data demonstrate that sustained p21 expression drives hyperglycemic memory in the context of DKD. Therapeutic approaches mimicking aPC signaling reduce tubular p21 expression and reverse–at least in mice–hyperglycemic memory (Fig. 9).

**Fig. 9:**
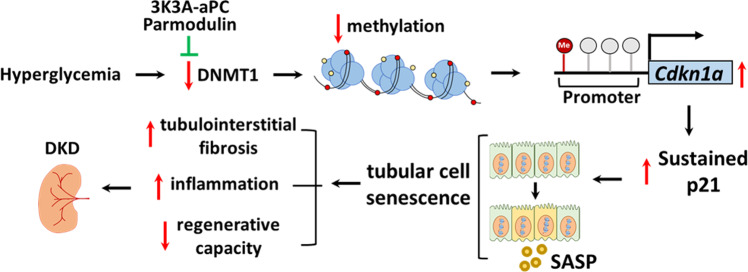
Proposed model summarizing the p21-dependent regulation of the hyperglycemic memory and possible interventions. Hyperglycemia suppresses DNMT1 expression in the tubular compartment, inducing hypomethylation of the p21 promoter, p21 expression, and tubular senescence. The latter is associated with inflammation, impairs the endogenous tubular repair capability and induces tubulointerstitial fibrosis, promoting tubulointerstitial damage and DKD. Exploiting aPC-signaling (Parmodulin, 3K3A-aPC) reverses the epigenetically sustained p21 expression.

## Discussion

We conducted an unbiased expression analysis aiming to define pathways contributing to hyperglycemic memory in DKD, e.g., the persistence of albuminuria despite a marked improvement in blood glucose levels. 

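The part of a gene's change that persisted was measured as the log2 fold change in DM+SGLT2i mice divided by that in DM-22 mice. Genes were taken at an unadjusted p-value under 0.05 in DM-22 mice. This choice favors genes whose change in DM-22 mice was overestimated, which can lower the retained part even where a change persisted in full. The part not retained can therefore not be read as reversed by SGLT2i. The median retained change with the paper's controls was 61.1% for the higher genes and 60.2% for the lower genes. Of the higher genes, 95.8% had the same direction in DM+SGLT2i mice, and of the lower genes 95.7%. Simulated unchanged groups gave means of 50.5% and 50.1%, but did not carry noise of the shared controls into both comparisons. These means therefore do not show what the shared controls alone would give. At least 50% of the change was retained by 60.0% of the higher genes and 65.6% of the lower genes.
The median retained change with all 3 controls was 19.5% for the higher genes and 24.7% for the lower genes. These genes were fewer than chance would give. Leaving out control replicate 8 gave 47.8% and 16.1%, and leaving out control replicate 9 gave 41.1% and 7.25%. Because both log2 fold changes share their controls, the DM-22 mice were also compared with 2 controls and the DM+SGLT2i mice with the remaining one, in all 3 ways. With control replicate 2 as the control of the DM+SGLT2i mice, the medians were -56.8% over 1580 higher genes and -41.3% over 1931 lower genes. With control replicate 8 they were 13.8% over 21 and -25.7% over 129 genes, and with control replicate 9 they were 29.0% over 17 and 16.5% over 61 genes, so that those of the higher genes rest on few genes. The mean of the 3 medians, which does not weigh them by the number of genes, was -4.67% for the higher genes and -16.8% for the lower genes, and it depended on control replicate 2.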

Approximately half of the hyperglycemia-induced changes in gene expression persisted despite blood glucose reduction, reflecting hyperglycemic memory. 

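Among the genes higher in DM-22 mice than in the paper's controls, Cdkn1a ranked 1 by log2 fold change and 3 by p-value. Among those higher in DM+SGLT2i mice, it ranked 3 by log2 fold change and 15 by p-value. In both comparisons, Phlda3 ranked ahead of Cdkn1a by p-value (1 and 2). With all 3 controls, Cdkn1a ranked 1 by log2 fold change and 199 by p-value in DM-22 mice, and 4 and 124 in DM+SGLT2i mice. The negative binomial test of 13976 genes with the paper's controls was also used to rank the genes called higher in both groups. There, Cdkn1a ranked 1 by p-value and 3 by log2 fold change in DM-22 mice against controls. In DM+SGLT2i mice, Aldh1a1, which was also called higher in both groups, was ahead of Cdkn1a. Its p-value in this test was 3.23e-31, against 6.20e-26 for Cdkn1a.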

The senescence-associated cyclin-dependent kinase inhibitor p21 (*Cdkn1a*), a gene regulating cell proliferation and senescence^34^, was the top hit among genes that were persistently induced. p21 itself is controlled by DNMT1. Restoring DNMT1 and reducing p21 expression by exploiting aPC signaling reverses already established DKD in mice (Fig. 9). This study identified p21-dependent tubular senescence as a pathway contributing to hyperglycemic memory and demonstrates that this mechanism can be therapeutically targeted.

Studies using whole body p21 knock out mice previously established a role of p21 in DKD^35^. Ubiquitous p21 deficiency from birth onwards conveys glomerular and tubular protection in diabetic mice^35^. However, how p21 is regulated in DKD and its role in hyperglycemic memory remained unknown. The role of p21 in tubular senescence in DKD is in agreement with previous observations: (i) the level and duration of p21 induction determine the onset of cellular growth arrest; (ii) p21 expression is sufficient to induce senescence; (iii) p21 expression restricted to tubular cells is sufficient to induce renal fibrosis following acute kidney injury^36,37^; and (iv) p21 induces endoreduplication^38^, which may impair renal tubular cell recovery following acute kidney injury^39,40^. While p21-induced cell-cycle arrest and/or endoreduplication are plausible explanations for impaired renal recovery, the exact mechanisms through which p21-induced senescence prevents renal recovery despite glucose normalization remain to be determined. Yet, our data support a function of sustained p21 expression in the tubular compartment given (i) the cell-autonomous, glucose-dependent induction of p21 in tubular, but not in other renal cell types, (ii) the induction of tubular p21 expression before detectable glomerular injury, (iii) the sustained p21 expression in tubular cells despite glucose lowering, and (iv) the tubular, but not glomerular protection in diabetic TM^Pro/Pro^ x p21^−/−^ mice. However, given intrarenal crosstalk between the glomerular and tubular compartments we currently cannot exclude that persistent glomerular damage contributes to tubular p21 expression. These data support a model in which prolonged and sustained p21 expression causes tubular senescence and compromises tubular repair capacity in DKD patients^41^, even after glycemic control has improved.

The current results suggest that epigenetic regulation of p21 depends on DNMT1. DNMT1 is a regulator of tubular development and nephron progenitor cell renewal during embryonic nephrogenesis^42,43^, supporting a crucial function of DNMT1 in the renal tubular compartment. However, DNMT1 is not expected to specifically target p21 and its reduced expression in DKD is expected to de-repress (hence induce) other genes. Accordingly, about 93% of genes induced in hyperglycemic mice remained elevated despite lowering blood glucose levels, while only about 36% of genes suppressed in hyperglycemic mice remained repressed (Fig. 1d), supporting a concept in which reduced DNMT1 activity results in DNA-demethylation and increased expression of various genes. 

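The shares depended on the rule for a persistent gene. Under the negative binomial test of 13976 genes with the paper's controls, 255 were higher and 480 lower in DM-22 mice at an adjusted p-value under 0.05. Of 212 genes that this test called in simulated data, 38 were false calls. A call in DM+SGLT2i mice as well was reached by 54.1% of the higher and 21.9% of the lower genes. The same direction with an unadjusted p-value under 0.05 was reached by 87.5% and 58.1%. Retention of at least 50% of the change was reached by 95.3% and 63.1%. No difference between DM+SGLT2i and DM-22 mice, at an unadjusted p-value of 0.05 or more, was reached by 89.4% and 63.5%. The comparisons share their controls, but 10 simulations of unchanged groups did not carry noise of these controls into both comparisons. With as many genes taken, 411 higher and 189 lower in DM+SGLT2i mice, the first of these rules gave mean shares of 5.25% and 2.21%. The larger share of higher genes there goes with the larger number taken and decides nothing about the observed order. The other rules were not simulated for this test. When the genes were instead taken from those called in DM+SGLT2i mice, the share also called in DM-22 mice was 33.6% of the higher and 55.6% of the lower genes, so that the order of the shares was reversed. A version of the test with an F distribution as reference called 7 genes higher and 42 lower in DM-22 mice, of which 5 and 6 were also called in DM+SGLT2i mice. With limma and the paper's controls, the same reversed selection at an unadjusted p-value under 0.05 gave 46.1% and 70.8%. With limma, the paper's controls and selection in DM-22 mice, the share was also larger for the lower genes under 2 rules, an unadjusted p-value under 0.05 in both groups and at least 50% of the change retained. It was about equal for the same direction, and larger for the higher genes for no difference between the diabetic groups (83.2% and 78.5%). The first 2 of these rules gave the larger share for the higher genes with all 3 controls.
The transcript of Dnmt1 (ENSMUSG00000004099; chromosome 9 of GRCm38, 20907209 to 20959888) was at 28.7 ± 1.99 CPM (SD, n = 2) in the paper's controls, 22.8 ± 0.0761 CPM (SD, n = 2) in DM-22 mice and 30.6 ± 3.15 CPM (SD, n = 2) in DM+SGLT2i mice. Its log2 fold change against the paper's controls was -0.32 in DM-22 mice (standard error 0.13, adjusted p = 0.198) and 0.09 in DM+SGLT2i mice (standard error 0.13, adjusted p = 0.753). Between DM+SGLT2i and DM-22 mice it was 0.41 (adjusted p = 0.463). With control replicate 2 included, at 24.7 CPM, the log2 fold changes against controls were -0.25 (adjusted p = 0.804) and 0.16 (adjusted p = 1.00).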

Analyses of human kidney tissue and peripheral blood monocytes identified hypomethylation and increased expression of other genes previously linked with DKD, such as the integrin β2, genes related to TNF signaling and the redox-regulator TXNIP, corroborating that DNA hypomethylation contributes to the persistent expression of genes linked with diabetic vascular complications^44,45^. Hence, we cannot exclude that other genes regulated by DNMT1 contribute to the hyperglycemic memory.

DNA methylation is a net result of coordinated changes of DNA methylation and demethylation regulators. In addition to p21, expression of Tet2 and Kdm6a, which have been linked with DKD in the past^4,26,46^, remained sustained despite glucose lowering by SGLT2i or insulin. Considering that several pathways mediate cytosine demethylation^47^, the function of DNMT1 to maintain cytosine methylation may be particularly important. Congruently, suppressing DNMT1 expression was sufficient to reduce p21 promoter methylation and induce p21 expression both in vivo and in vitro. However, we cannot exclude that other regulators of DNA-methylation alter cytosine-methylation and gene expression, contributing to the hyperglycemic memory. Likewise, it is possible that not only hypomethylation, but also hypermethylation contributes to the hyperglycemic memory. Yet, the current data do support a crucial function of DNMT1 and p21 for the hyperglycemic memory.

While the current results indicate that sustained p21 expression is linked to reduced DNMT1 expression and p21-promoter demethylation, the mechanism initially inducing p21 expression may be unrelated. DNMT1, p21 and γ-H2A.X are associated with DNA damage response (DDR) and, hence, it is possible that increased tubular ROS generation in DKD induces DNA damage and DDR, inducing p21 expression^48^. Alternatively, p21 expression was increased in diabetic TM^Pro/Pro^ mice (in which aPC-generation is impaired), while aPC suppressed p21 expression in vitro and in vivo. Therefore, endothelial dysfunction with loss of endothelial TM expression and associated reduced aPC generation may both trigger (by regulating ROS)^12^ and maintain (epigenetically, via DNMT1, this study) p21 expression. The question of how tubular p21 expression is induced is addressed in ongoing work.

The regulation of DNMT1 by aPC raises the intriguing possibility that this coagulation protease may epigenetically control other genes. Indeed, in addition to its effect on p21, aPC reverses glucose-induced expression of p66^Shc^, a mitochondrial protein promoting ROS-generation, in podocytes (glomerular cells) and macrophages^12,13^. Furthermore, inhibitors of coagulation factors fIIa (dabigatran) or fXa (rivaroxaban) differentially regulate aPC generation, which is linked to differential gene expression and epigenetic marks^49^. Epigenetic control of gene-expression by aPC provides a rationale for the long-lasting effects of therapeutic aPC applications despite its short half-life^50^ and–considering the broad cytoprotective effects of aPC–may be relevant in other disease settings^29,51^.

The reversal of glucose-induced and sustained p21 or p66^Shc^ expression in tubular cells and in podocytes, respectively, is in agreement with the engagement of different receptor complexes and different mechanisms regulated by aPC in the tubular and glomerular compartments. Thus, aPC signals via a heterodimer of PAR3 with PAR2 (human) or PAR1 (mouse) in conjunction with integrin β_3_ in podocytes, while in tubular cells aPC signals via a heterodimer of PAR1 and EPCR^12,52^ (and current results). Mechanistically, aPC targets the unfolded protein response in glomerular cells^53^ and cellular senescence in tubular cells (this study). These observations support a concept in which different pathomechanisms in the glomerular and tubular compartments promote DKD^54,55^. Importantly, aPC ameliorates both glomerular and tubular damage despite targeting different and cell-specific receptor-complexes and pathways, providing a rationale for its high efficacy in animal models of renal injury^12,52,56^ (and current results).

aPC has shown beneficial effects in a number of acute and chronic disease models^29,50^, suggesting that this coagulation protease is a disease-resolving mediator. However, the therapeutic value of aPC itself is limited by its inherent anticoagulant properties. As previously shown in acute disease models^31,57^ and here in a chronic disease model, harnessing specifically the signaling-dependent disease-resolving effects of aPC is feasible by mimicking its signaling properties. aPC mutants lacking binding sites for the coagulation factor Va (3K3A-aPC) or small molecules mimicking biased signaling of aPC via the G-protein coupled receptor PAR1^31,50^ (parmodulins) are devoid of an anticoagulant function, rendering aPC-based therapies feasible not only in acute, but also chronic diseases.

We used established therapeutic approaches to improve hyperglycemia (SGLT2i and insulin) and observed sustained p21 expression in both cases, supporting the notion that sustained p21 expression reflects the hyperglycemic memory independent of the glucose-lowering intervention and independent of exposure of tubular cells to urinary glucose (which is expected to be increased in SGLT2i-treated, but not insulin-treated mice). Lowering blood glucose levels provided partial protection, as reflected by halted disease progression, which is in agreement with the protective effects of SGLT2 inhibitors in clinical studies^58^. Intriguingly, aPC-based therapeutics provided a benefit on top of SGLT2-inhibtion. Therefore, despite recent data suggesting that SGLT2 inhibitors are useful new therapeutic adjuncts in patients with diabetes, additional therapies for full kidney recovery may be required.

To circumvent the lack of kidney biopsies from diabetic patients before and after improved blood glucose control, we determined urinary p21 levels. p21 was strongly increased in the urine of most diabetic patients and increased with the severity of DKD. Distribution of p21 levels in advanced stages of DKD appeared to be dichotomic, with a small subgroup of patients presenting with low urinary p21 levels despite kidney dysfunction (Fig. 3e). Considering the proposed role of p21 as a mediator and biomarker of the hyperglycemic memory in DKD, urinary p21 levels may allow better stratification of patients with DKD, identifying those patients with advanced kidney injury and an established renal hyperglycemic memory^59^. If confirmed, these patients may not respond to glucose lowering alone, but may profit from a potential therapy targeting tubular senescence.

In summary, we identified a pathway contributing to hyperglycemic memory in the kidney and provided experimental in vivo evidence that targeting hyperglycemic memory in the context of DKD is feasible, potentially by mimicking the cytoprotective effects of aPC (e.g., using small molecules such as parmodulins, pepducins, or aptamers)^31,50,60^.

## Methods

### Study design

The objectives of this study were to identify mechanisms contributing to the hyperglycemic memory in the context of DKD and to test whether this memory could be reversed using suitable therapeutic interventions. We analyzed kidneys from diabetic mice with and without adjusted blood glucose levels using RNAseq, immunostaining, western blotting and quantitative polymerase chain reaction (qPCR). All uncropped blots and gels are provided within the source data. We confirmed our findings in human kidney biopsies and in urine samples from a large cohort of diabetic patients (LIFE-ADULT). Mechanistic studies using gene knockdown and analyses of DNA methylation were conducted in human and mouse renal cells in vitro.

### Mice and in vivo interventions

Wild-type male and female C57BL/6 and p21^*CIP1/WAF1*^ constitutive knock-out (p21^−/−^) mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA). Non diabetic C57BLKsJ-db/+ (db/m) and diabetic C57BL/KSJ-db (db/db) male and female mice were obtained from Janvier (S.A.S., St. Berthevin Cedex, France). TM^Pro/Pro^ mice have been previously described^15,24^. TM^Pro/Pro^ mice were crossed with p21^−/−^ mice, to generate TM^Pro/Pro^ x p21^−/−^ double mutant mice. In some mice hyperglycemia was induced in 8 weeks old mice using low dose streptozotocin (STZ) injection following established protocols (intraperitoneally, 60 mg/kg body weight, freshly dissolved in 0.05 mol/l sterile sodium citrate, pH 4.5 for 5 consecutive days)^12,52^. Age-matched control mice received sodium-citrate. Blood and tissue samples were collected after 22 weeks of persistent hyperglycemia^12,15,52^. Subsets of mice were treated with a sodium-glucose co-transporter 2 inhibitor (SGLT-2i, Dapagliflozin®, 25 mg/kg body weight, in the drinking water^61^, with the activated protein C (aPC, 1 mg/kg body weight, every other day, intraperitoneally)^12,53^, with insulin glargine (Lantus®, 1-2 IU, every other day, subcutaneously), with 5-aza-2’-deoxycytidine (aza, 0,1 mg/kg body weight, every other day, intraperitoneally)^13^, an aPC variant lacking specifically anticoagulant function (3K3A-aPC; 1 mg/kg body weight, every other day, intraperitoneally)^31^, the biased PAR1 agonist parmodulin-2 (ML161, Parm, 5 mg/kg body weight, every other day, intraperitoneally)^31,33^, DNMT1 vivo morpholino (DNMTi, targeting the translation of transcript variant 1 of mouse DNMT1; 6 mg/kg body weight in PBS, every other day, intraperitoneally)^62^, or DNMT1 mismatch vivo morpholino (Scr.DNMTi). Control mice received PBS every other day (intraperitoneally). All interventions were conducted for six weeks, starting after 16 weeks of persistent hyperglycemia. Albuminuria indicative of DKD was ensured before initiating treatment. All animal experiments were conducted following standards and procedures approved by the local Animal Care and Use Committee (Landesverwaltungsamt Halle and Leipzig, Germany).

### Cell lines and primary cells

Human embryonic kidney cells (HEK-293) were routinely grown and maintained according to supplier’s instructions (ATCC, USA, Cat No: CRL-1573). Mouse primary proximal tubular cells (PTC) were isolated and cultured according to established protocols^30^. Immortalized Boston University mouse proximal tubular cells (BUMPT) were obtained from Dr. Wilfred Lieberthal (Boston University) and cultured as described previously^30^. Please refer to supplementary methods for further details.

### Human renal biopsies and urine samples

Human renal biopsy samples were provided by the tissue bank of the National Center for Tumor Diseases (NCT, Heidelberg, Germany). Human urine samples obtained from the local outpatient clinic were obtained based on informed consent (Ethic vote no: 082-10-19042010, University of Leipzig). All participants of the LIFE-ADULT cohort (Ethic vote no: 263-2009-14122009 and 201/17-ek, University of Leipzig)^21^ were fasted on average for 12.8 ± 1.9 h. LIFE-ADULT participants were compensated with a travel allowance. Urine samples from the FMD study (DRKS00014287) and HEIST-DiC observational study were obtained after ethical approval (Ethic vote no: 383/2016, 204/2004 and 682/2016, Ruprecht-Karls-University of Heidelberg) and informed consent. For the FMD study, the primary and secondary outcomes are not a part of this study and have been separately published^23^. The participants did not receive any compensation. Patients receiving de novo a SGLT2 inhibitor were identified in the diabetes outpatient clinic. Please see Supplementary Tables 1–5 for patient characteristics.

### Statistical analysis

The data are summarized as mean ± SEM (standard error of the mean). Statistical analyses were performed with parametric Student’s *t*-test and ANOVA or non-parametric Mann–Whitney-Test and Kruskal–Wallis test, as appropriate, and post-hoc comparison with the method of Tukey, Bonferroni or Sidak’s multiple comparison. The Kolmogorov–Smirnov (KS) test or D’Agostino–Pearson-Normality-test was used to determine whether the data are consistent with a Gaussian distribution. Prism 9 (www.graphpad.com) software was used for statistical analyses. Statistical significance was accepted at values of *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information File

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the GEO data repository database under accession code GSE199929. The raw data are available as source data. The source data generated in this study are provided in the Supplementary Information/Source Data file. Databases used within the study: Heatmapper (heatmapper.ca) was used to generate heat maps. pantherDB (http://www.pantherdb.org/) was used for pathway analysis. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Reversal of the renal hyperglycemic memory in diabetic kidney disease by targeting sustained tubular p21 expression
**Source:** Nat Commun. 2022 Aug 27;13:5062. doi: 10.1038/s41467-022-32477-9
**Supplement:** Supplementary file 3 — Source data

## Slide 1
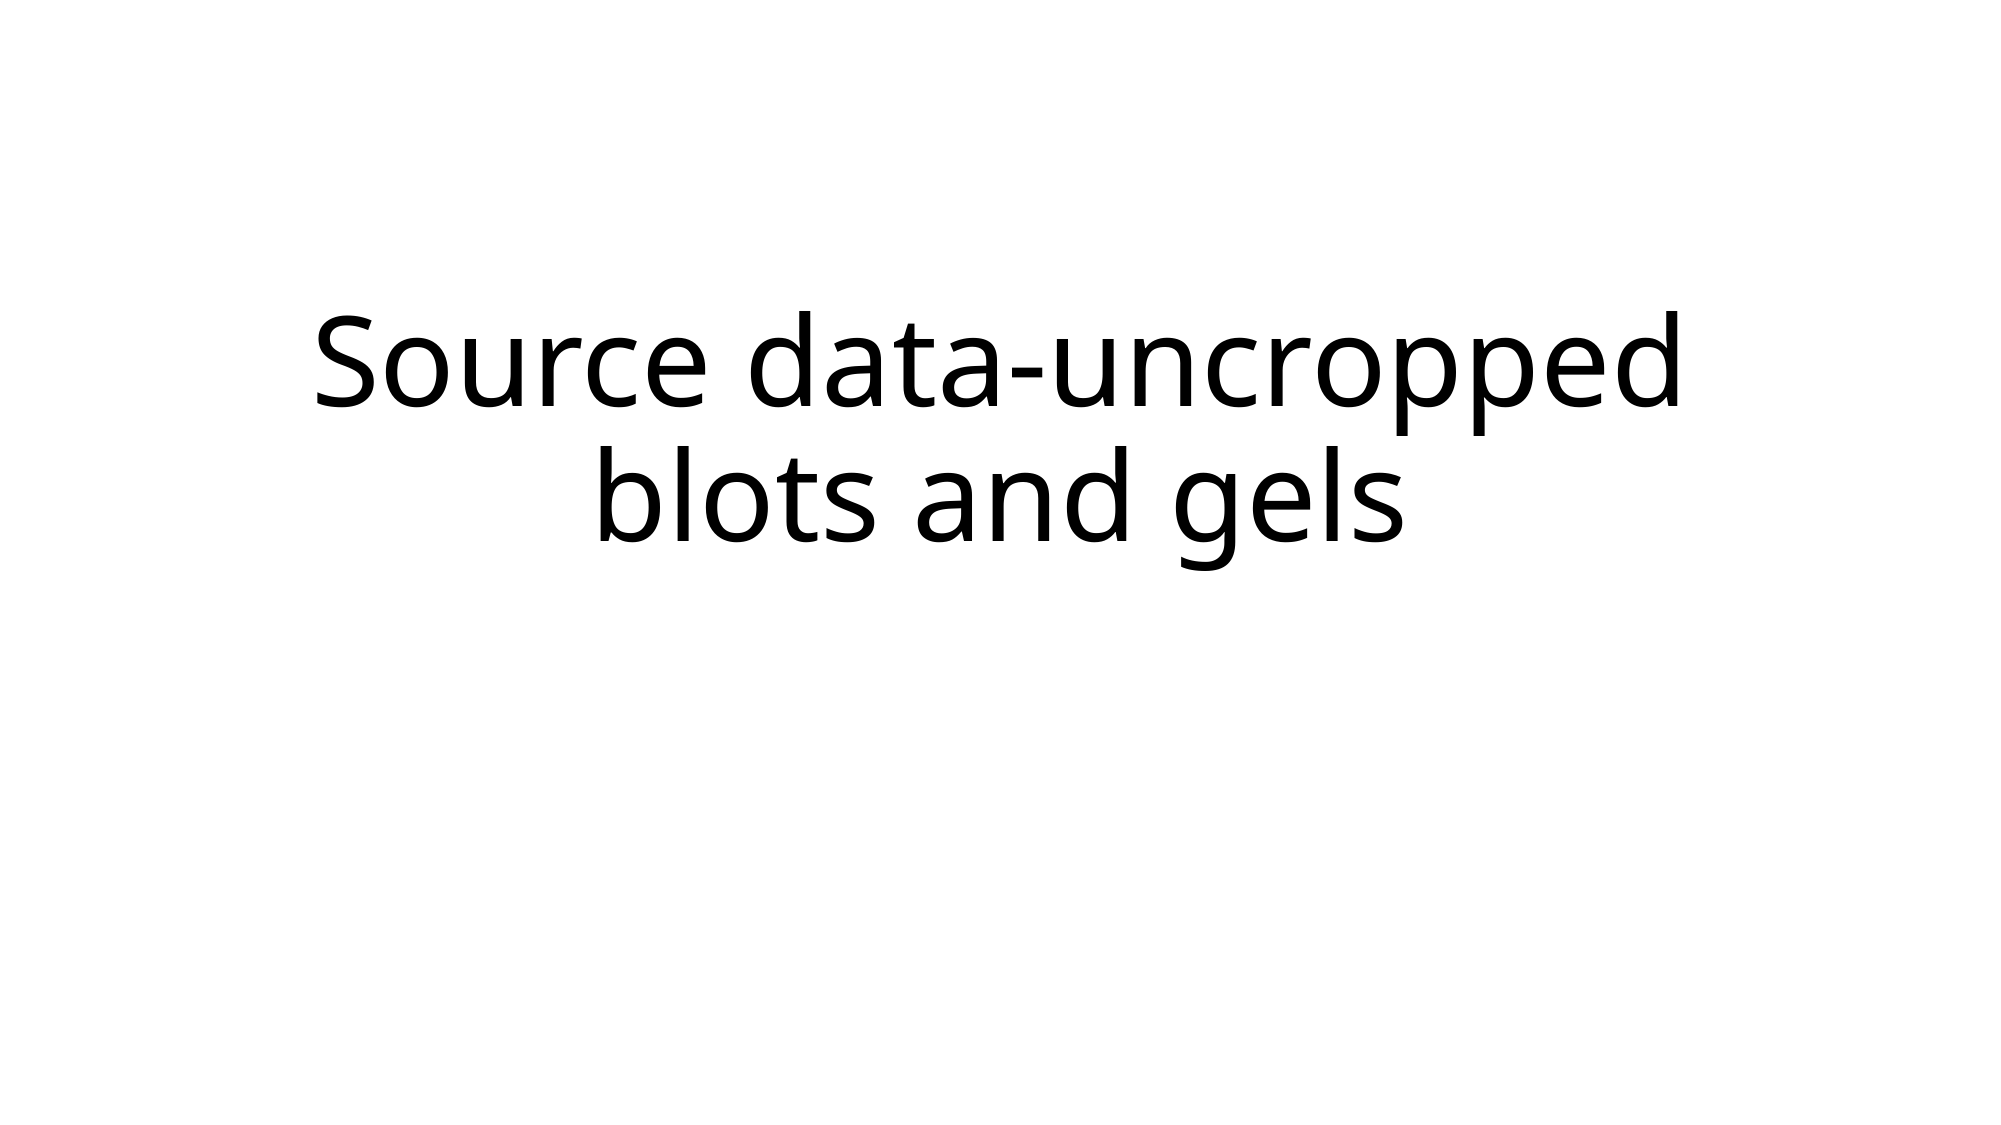

# Source data-uncropped blots and gels

## Slide 2
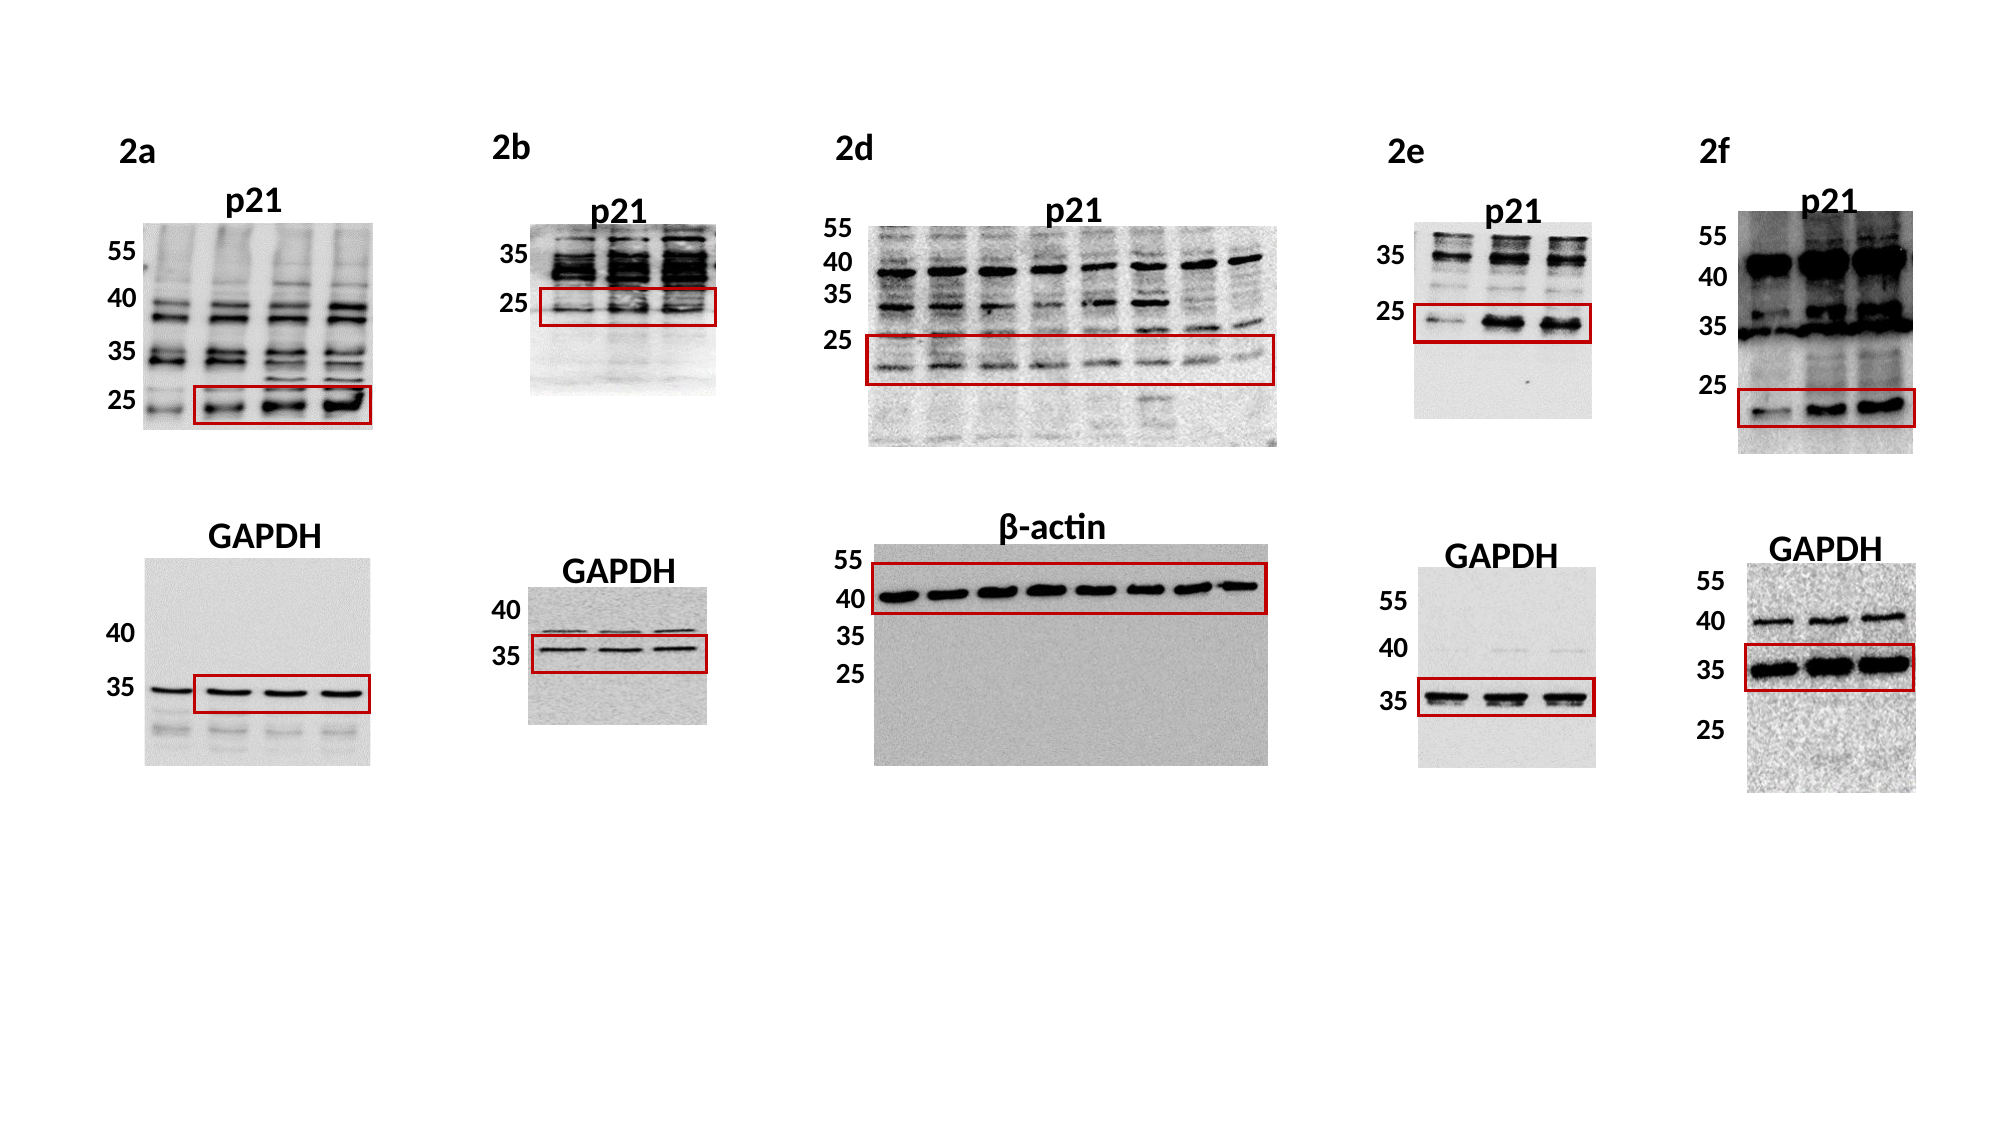

2b
2d
2a
2f
2e
p21
p21
p21
p21
p21
55
40
35
25
55
40
35
25
35
25
55
40
35
25
35
25
β-actin
GAPDH
GAPDH
GAPDH
55
40
35
25
GAPDH
55
40
35
25
40
35
55
40
35
40
35

## Slide 3
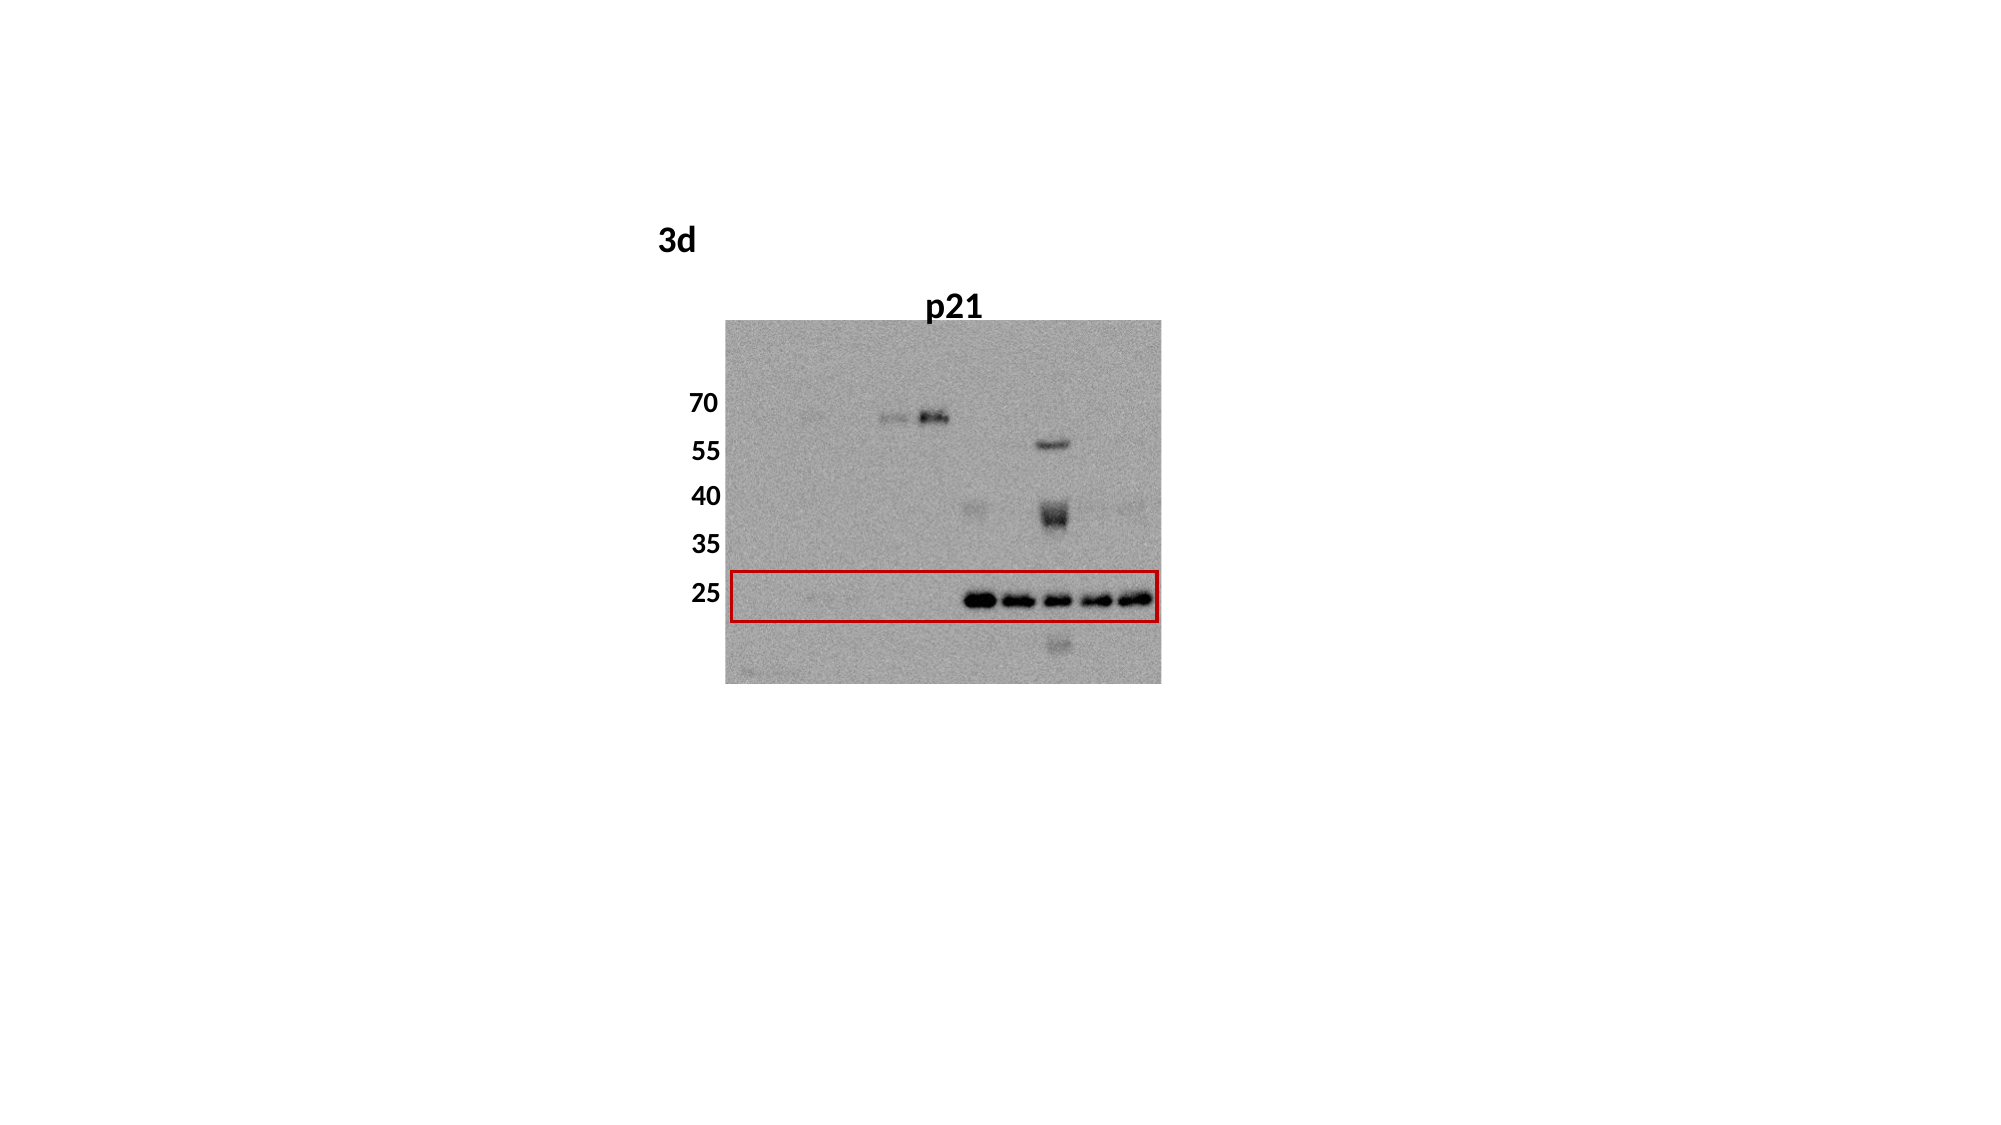

3d
p21
70
55
40
35
25

## Slide 4
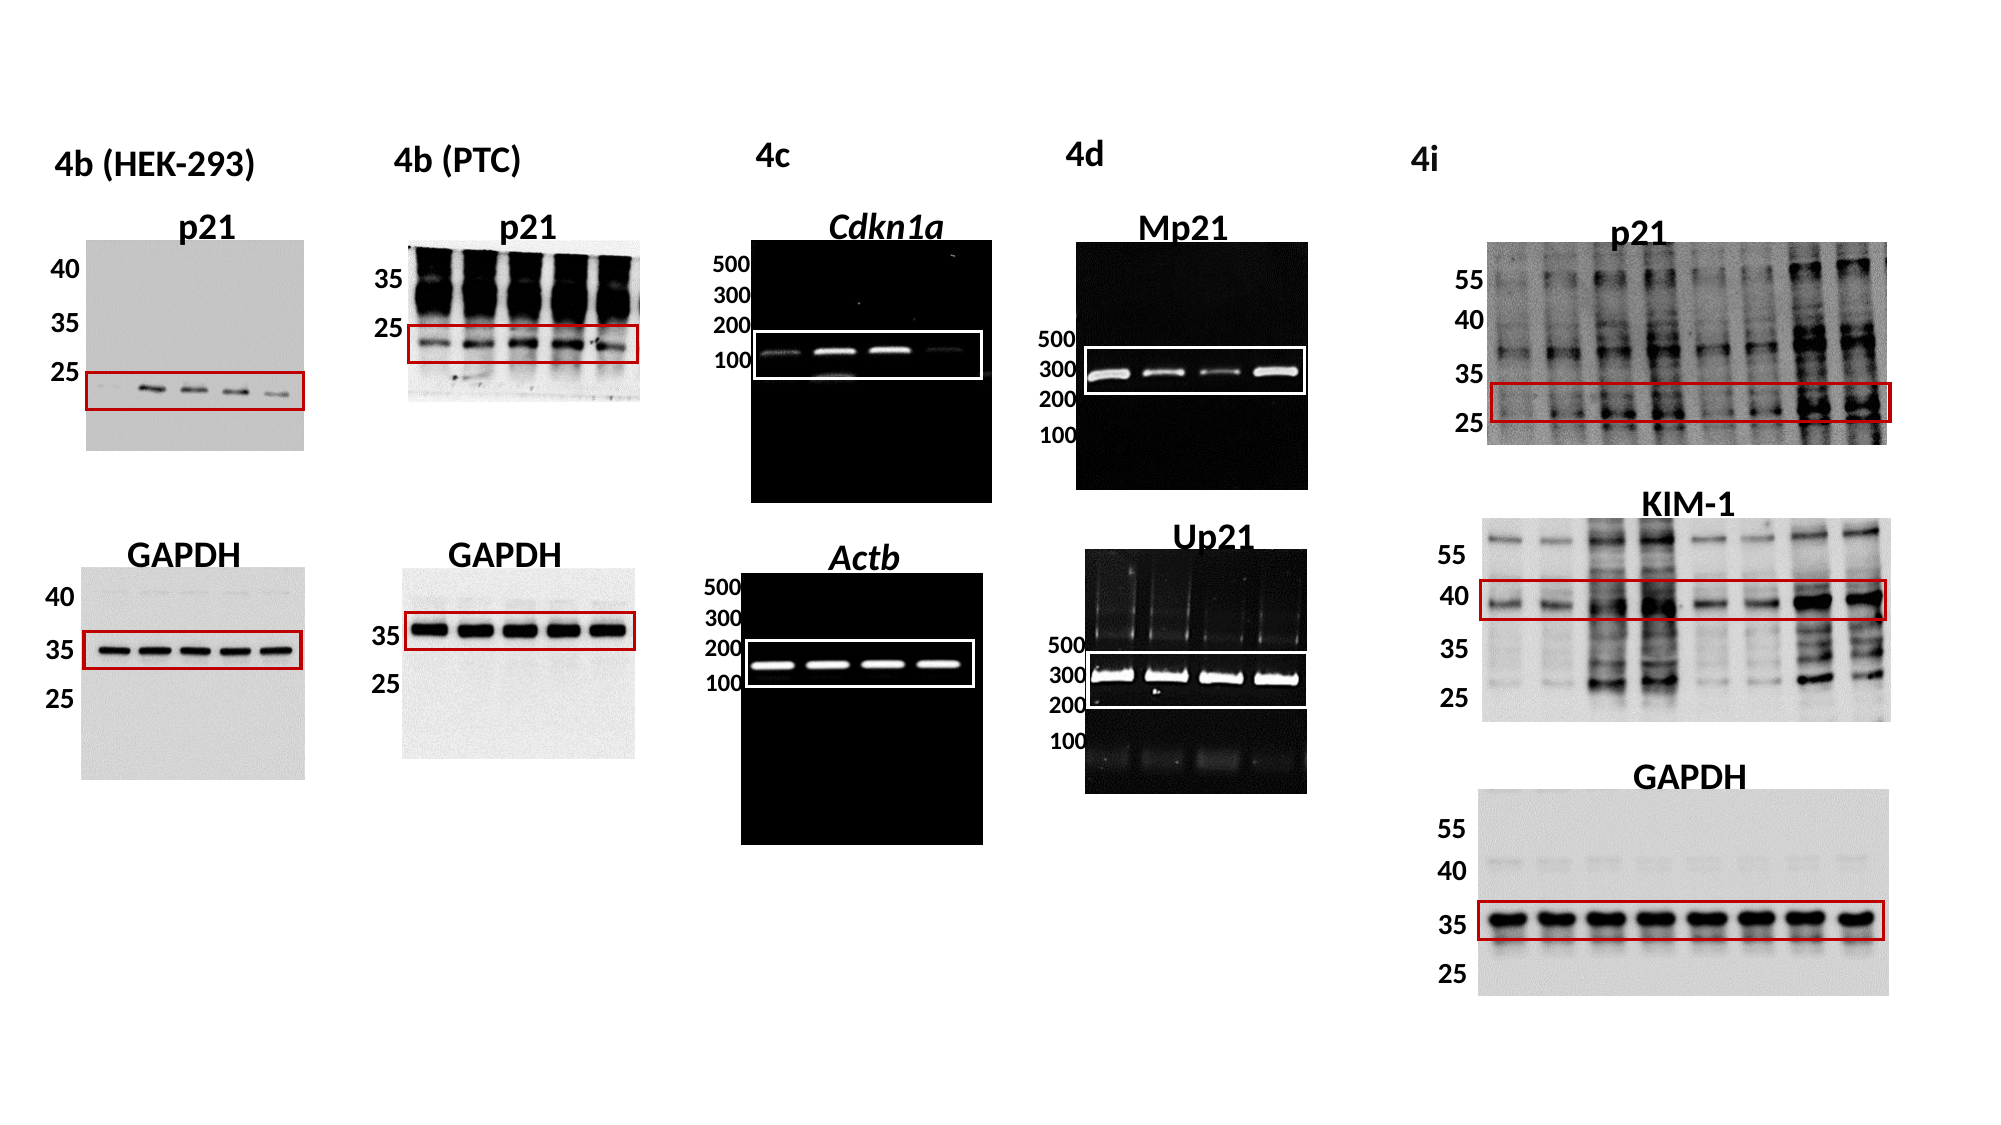

4d
4c
4i
4b (PTC)
4b (HEK-293)
p21
p21
Cdkn1a
Mp21
p21
500
40
35
25
35
25
55
40
35
25
300
200
500
100
300
200
100
KIM-1
Up21
55
40
35
25
GAPDH
GAPDH
Actb
500
40
35
25
35
25
300
500
200
300
100
200
100
GAPDH
55
40
35
25

## Slide 5
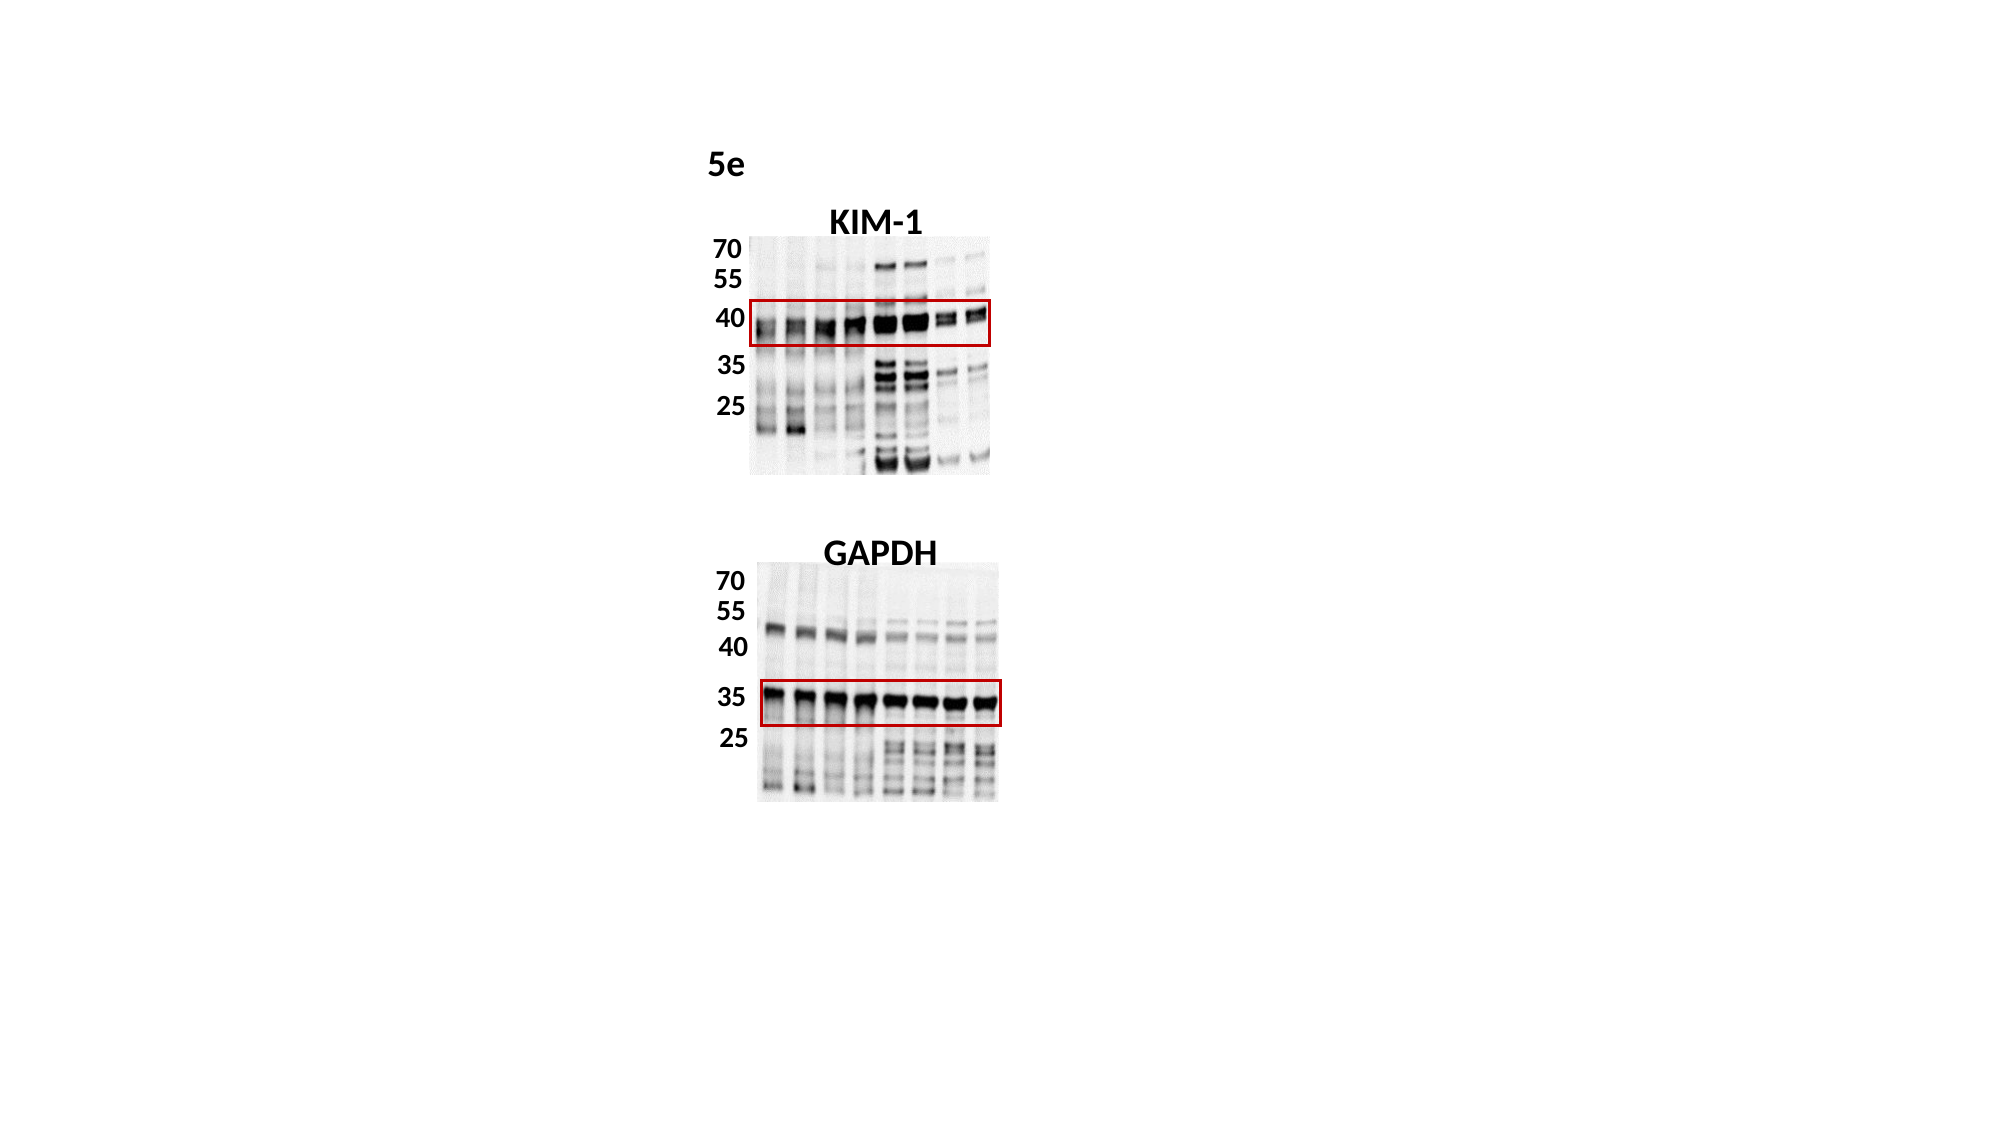

5e
KIM-1
70
55
40
35
25
GAPDH
70
55
40
35
25

## Slide 6
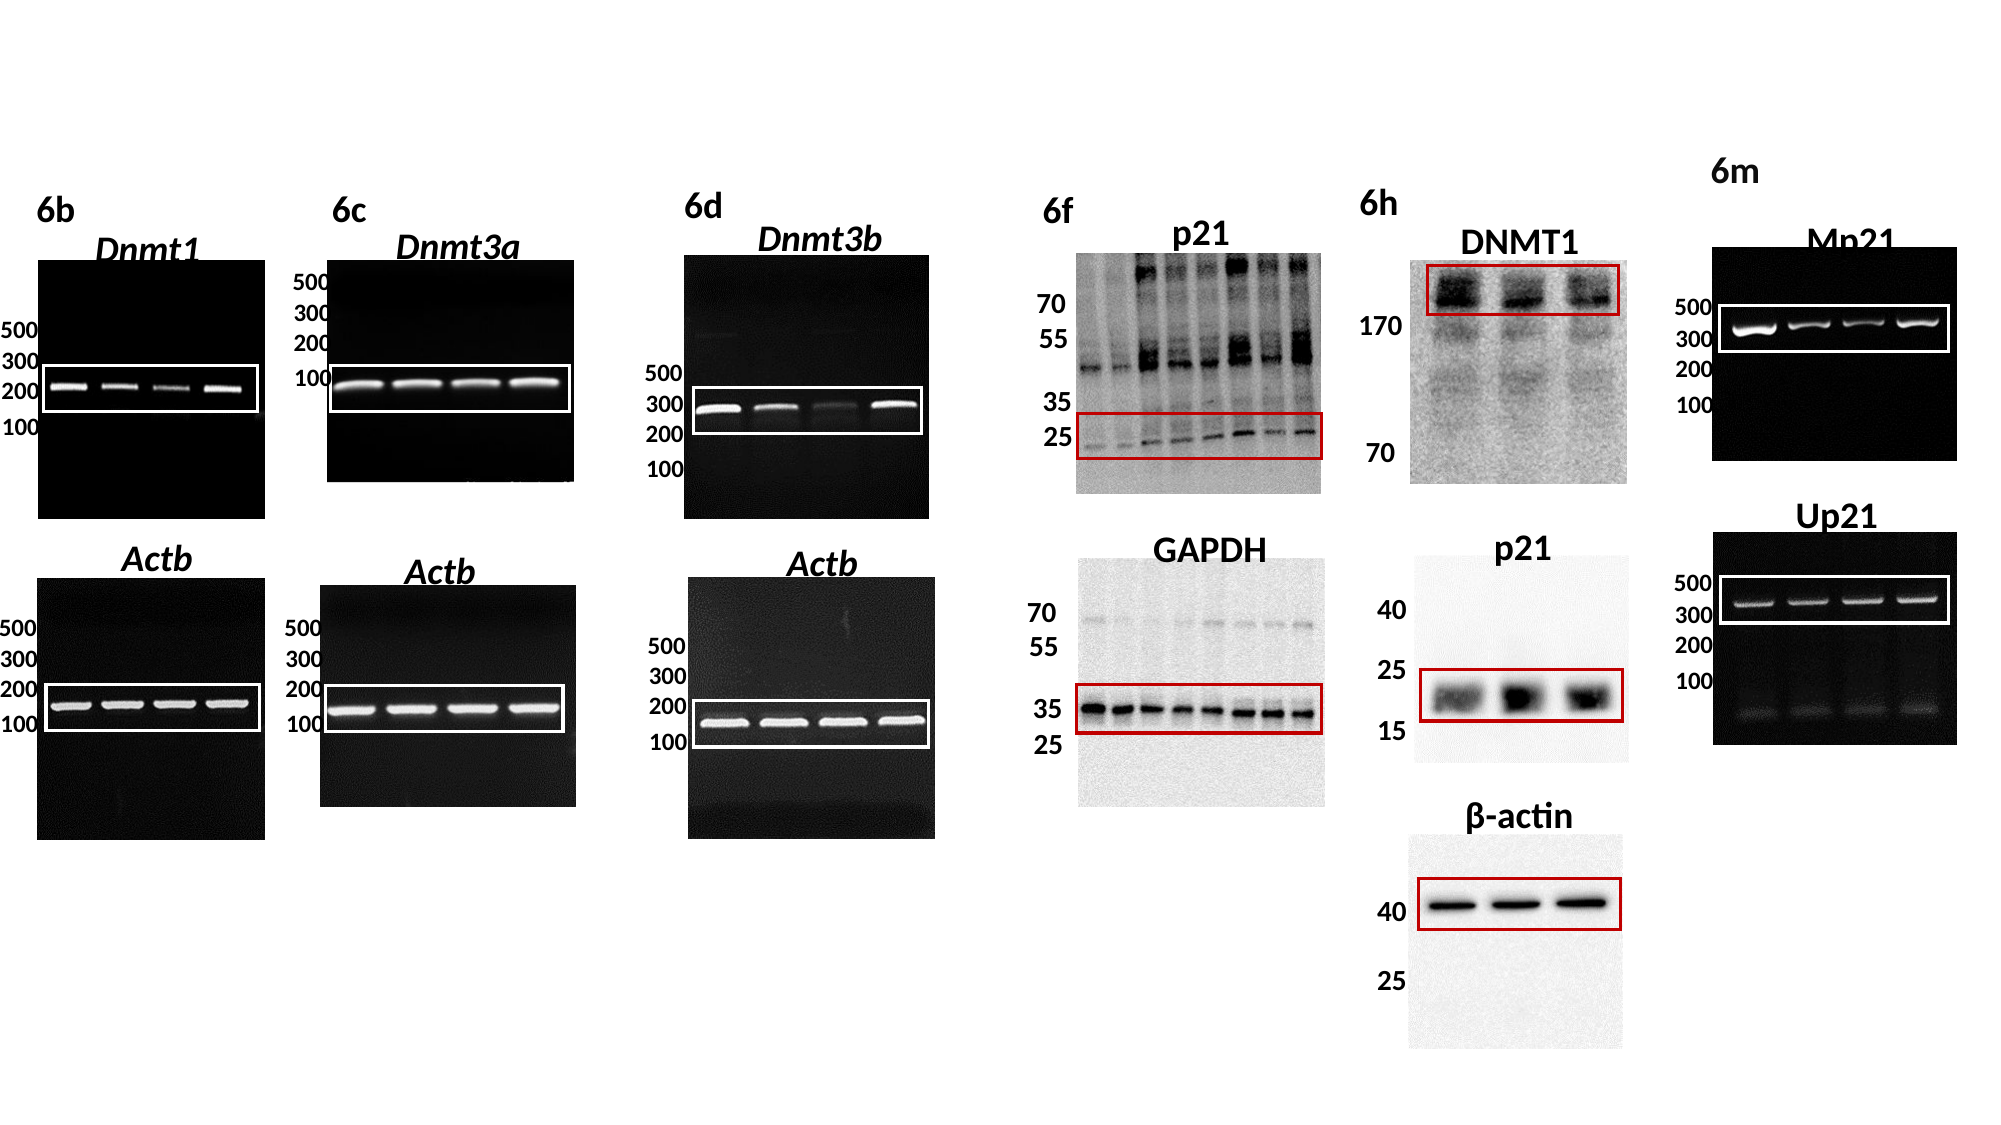

6m
6h
6d
6b
6c
6f
p21
Dnmt3b
Mp21
DNMT1
Dnmt3a
Dnmt1
70
55
35
25
500
170
70
500
300
500
300
200
300
200
500
100
200
300
100
100
200
100
Up21
p21
GAPDH
Actb
Actb
Actb
40
25
15
70
55
35
25
500
300
500
500
200
500
300
300
300
100
200
200
200
100
100
100
β-actin
40
25

## Slide 7
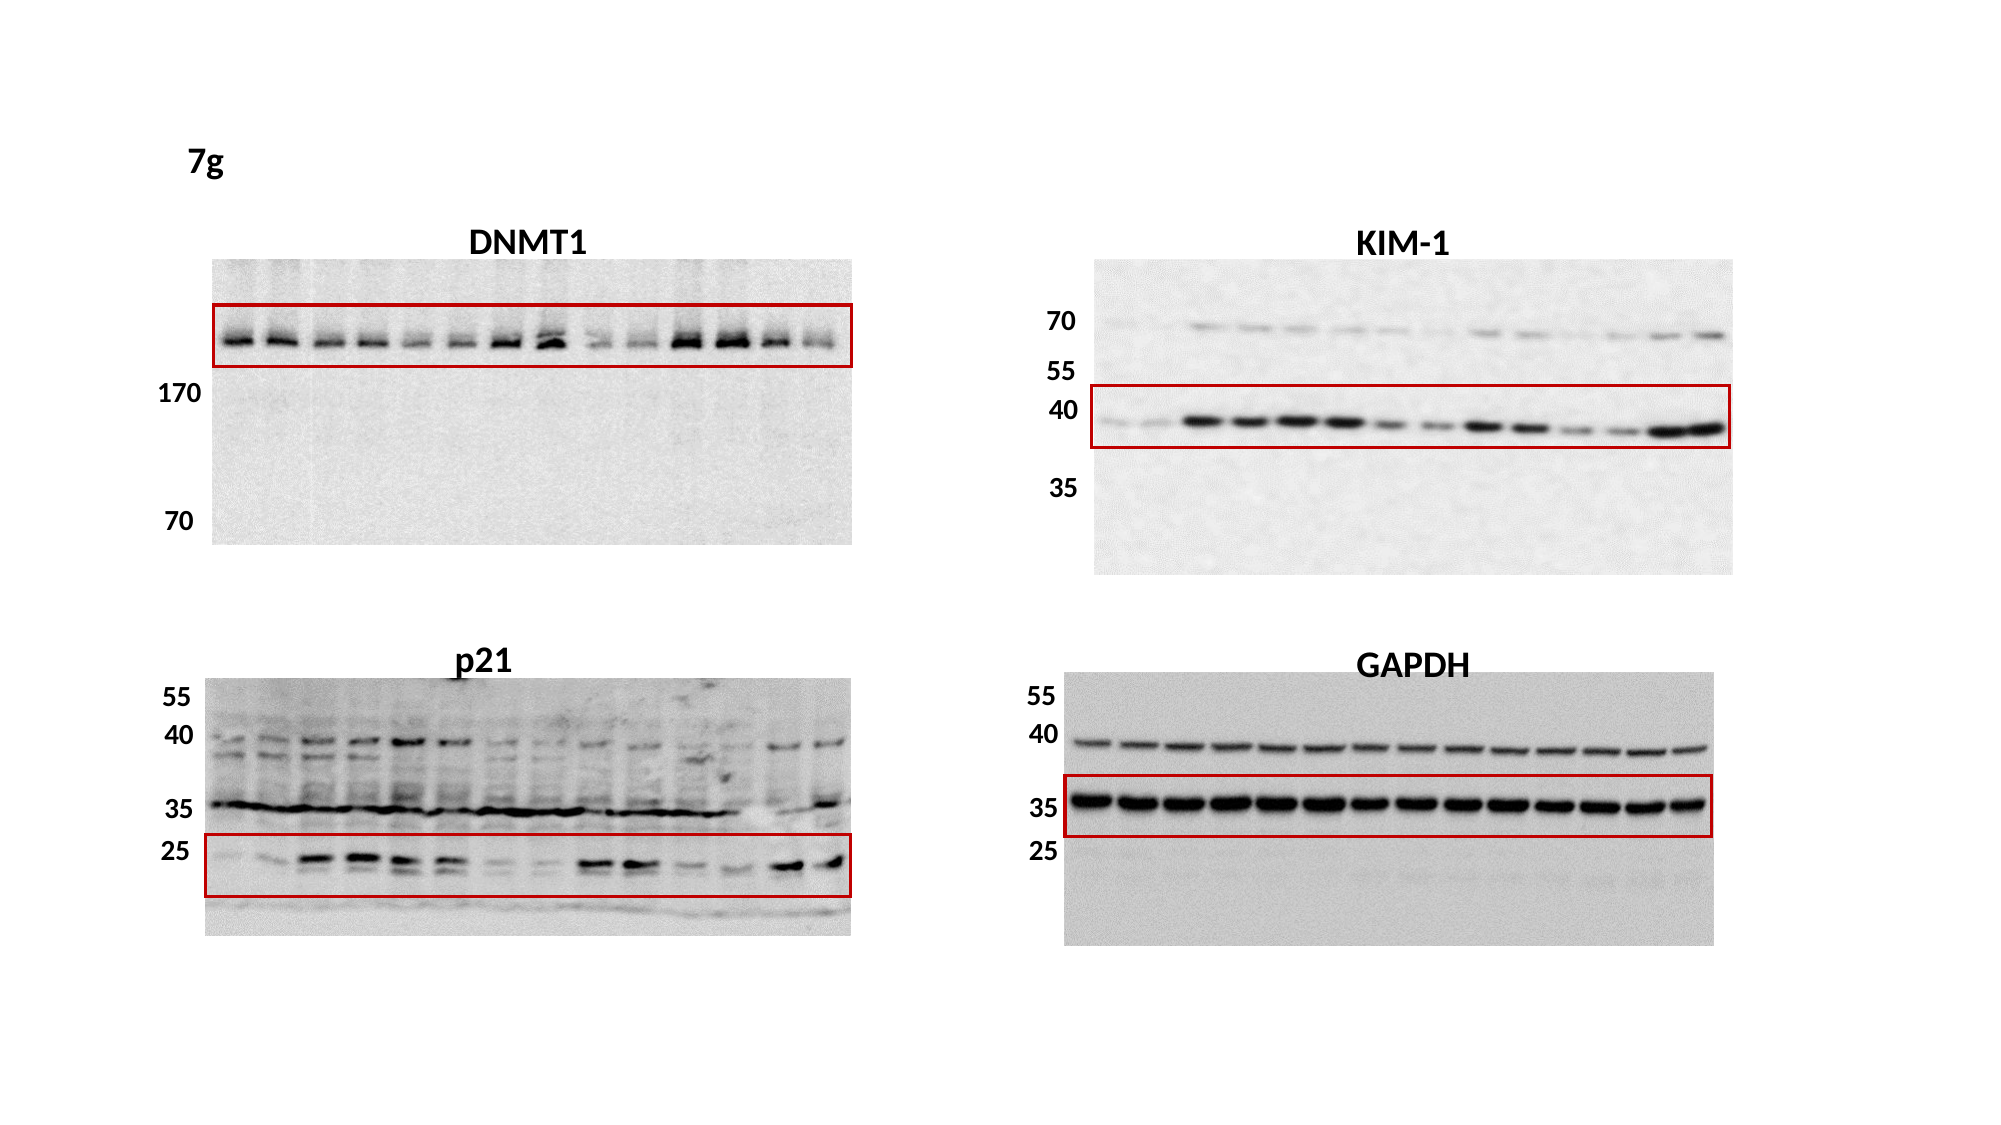

7g
DNMT1
KIM-1
170
70
70
55
40
35
p21
GAPDH
55
40
35
25
55
40
35
25

## Slide 8
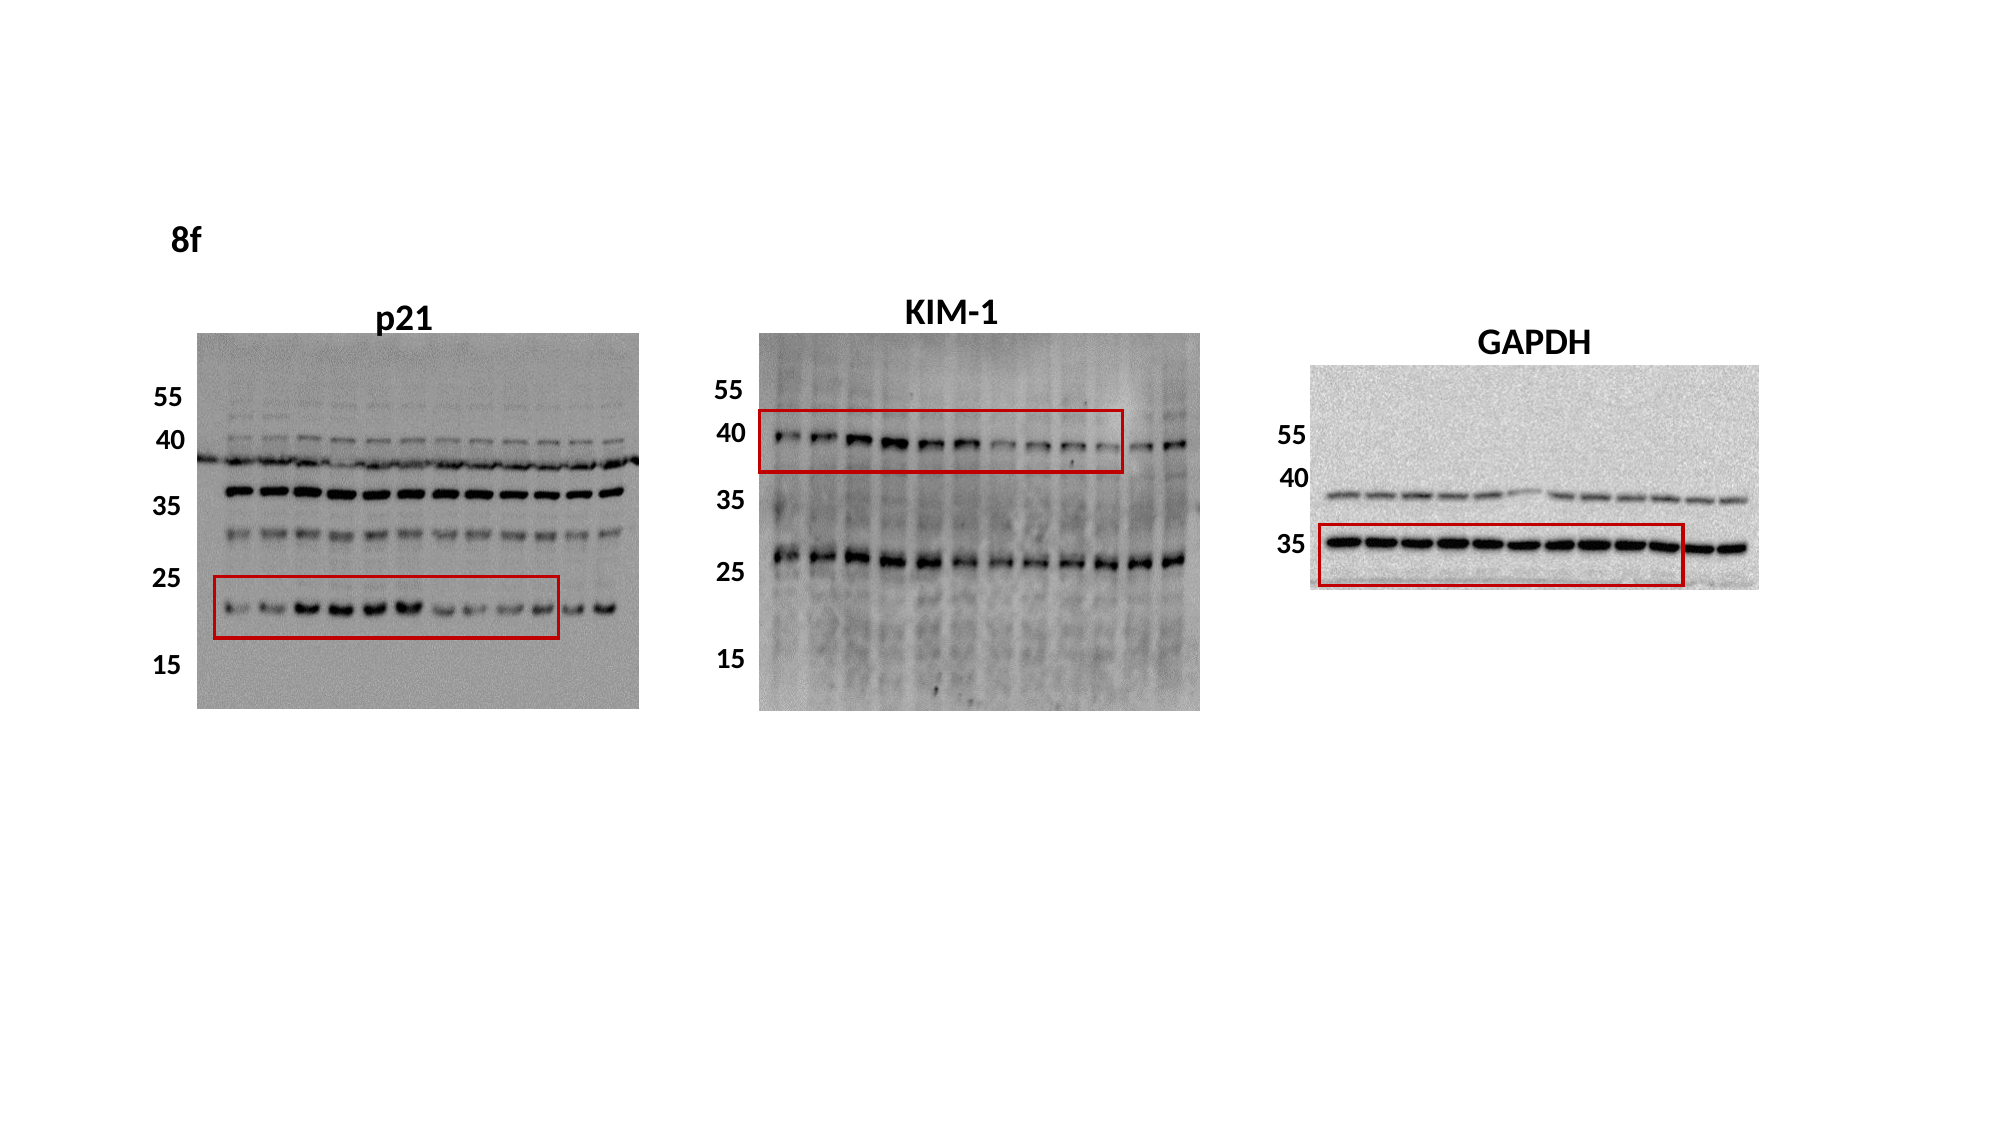

8f
KIM-1
p21
GAPDH
55
40
35
25
15
55
55
40
35
40
35
25
15

How the deposited data were processed for this re-analysis (not part of the article)

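RNA sequencing of mouse kidney covered 7 libraries, 1 per mouse: 3 nondiabetic controls (C, replicates 2, 8 and 9), 2 diabetic mice (DM-22) and 2 diabetic mice treated with an SGLT2 inhibitor (DM+SGLT2i). Groups and replicate numbers were taken from the sample labels. All 7 columns of values were used, and 0 were left out. The paper's supplementary methods were not used here. The paper's other experiments (protein, methylation, qRT-PCR, cell culture and human samples) were not analysed here.

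The authors deposited log2 values for 17537 genes: counts scaled to each library's total, normalized by the TMM method, with a constant averaging 2 reads added before the logarithm. The file's name gives normalized CPM, and the design assumed CPM, but negative values and a floor of -4.66 shared by all libraries showed that the values are logarithms. CPM were recovered as 2 to the power of the value minus 2 to the power of the floor. The recovered reads were whole numbers for 100% of the values, and the product of the recovered TMM factors was 1.00. The TMM factors lay between 0.891 (DM-22 replicate 2) and 1.08 (DM+SGLT2i replicate 1). Genes with low counts had been removed before the file was made: the smallest total over the 7 libraries was 10 reads, and the smallest second-highest value of a gene was 0.103 CPM. Reads on listed genes numbered between 46456125 and 56541594 per library. 1 read corresponds to between 0.0180 and 0.0231 CPM, well under the filter of 1 CPM.

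Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the spread on expression) on log2(CPM + 0.5), for the 13976 genes with at least 1 CPM in at least 2 libraries. The 3 groups were fitted together and compared with each other, and the 4 diabetic libraries were also compared as 1 group with the 3 controls. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Adjusted p-values of single genes and of gene lists are from limma unless the negative binomial test is named. The design used all 3 controls. The source data of Fig. 1e later showed that the paper's log2 fold changes come from control replicates 8 and 9, so both sets of controls are given; the fit without control replicate 2 was also one of the alternatives set at the start. A persistent gene passed the threshold in the same direction in both diabetic groups against controls. The retained change is the log2 fold change in DM+SGLT2i mice as a percentage of that in DM-22 mice, and its median was taken over the genes changed in DM-22 mice. At the adjusted threshold the main comparison gave 0 genes, so that shares and retained changes have a value only at an unadjusted p-value under 0.05.

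Gene lists were tested with camera (preset correlation 0.01), with camera under an estimated correlation, and with fry. There were 28 lists: p53 targets, senescence genes named in the paper, chemokine and cytokine inflammation, cholesterol synthesis, fatty acid oxidation, glucose-responsive genes, NRF2 targets, interferon-stimulated genes, proliferation, replication histones, fibroblast matrix, tubular injury, proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct, inner medulla and urothelium, podocyte, endothelium, macrophage, B and plasma cells, red blood cells, adipose tissue, immediate early genes, nuclear-retained RNAs, Y-linked genes, genes that peak with Arntl and genes that peak opposite to Arntl. Genes named in the text follow a rule fixed with the design: every gene of the mouse RNA that the paper names, the first 5 induced and first 5 repressed genes in the source data of Fig. 1e, the 5 genes with the smallest p-value in each direction among those past the threshold without overlap between the groups, the sex-linked genes, and members of the lists. Not all of these are printed.

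Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Because both diabetic groups are compared with the same controls, 100 pairs of unchanged groups were simulated for each set of controls from the spread between replicates. Share intervals are Wilson 95% intervals. Gene positions, lengths and GC content are from GENCODE release M21 on GRCm38, and the correction for GC content and length used 20 bins.

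The tests were checked on simulated data with 200 of the tested genes changed. At log2 fold changes of 1, 2 and 4, the limma test called 0, 162 and 212 genes, of which 0, 6 and 13 were false, and it recovered 0%, 78.0% and 99.5% of the changed genes. A negative binomial likelihood ratio test of the recovered reads, with a chi-square distribution as reference, was added after the data had been seen. At a log2 fold change of 2, 26 of its 185 calls with all 3 controls and 38 of its 212 calls with the paper's controls were false, more than the threshold allows. A version with an F distribution as reference was therefore added, which gave 6 false calls of 113 and 9 of 152.

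The alternatives set at the start were pseudocounts of 0.1 and 1, no filter, a mean of at least 5 CPM, median-ratio scaling, scaling to the library total, limma without the trend, fits of only the groups compared, each library left out in turn, 4 other rules for a persistent gene, selection in DM+SGLT2i mice, separate controls for each diabetic group, thresholds with at least a 2-fold change or an adjusted p-value under 0.1, a replicate block, and the other list tests. Added after the data had been seen were the deposited log2 values, limma's voom, the negative binomial tests, combinations of these with the paper's controls, and the shares at an unadjusted p-value. edgeR and DESeq2 were also set at the start but were not run. The deposited unit is log2, although whole reads were recovered and were used for voom and the negative binomial tests.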

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

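The tests on control replicate 2 and on adipose genes were chosen only after the results were seen; the tests on clock genes and on nuclear-retained RNAs were chosen before.

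Control replicate 2, which the paper does not show, had 72.7 CPM of Cdkn1a, against 4.63 and 5.36 CPM in the other controls. The difference extended to most genes that differed between DM-22 mice and the paper's controls. Of the 3525 genes at an unadjusted p-value under 0.05 between DM-22 mice and the paper's controls, control replicate 2 lay on the diabetic side of the midpoint for 89.0% (3137 genes), and its median position was 105% of the way from the controls to the DM-22 mice. In 100 simulations of an unchanged control library, this share was at most 15.8%. The simulated shares lay close to their mean of 14.0%, as for genes that vary separately. They argue against chance deviations of separate genes, but cannot exclude a chance deviation of many genes together in 1 library. After a correction for GC content and transcript length the share was 86.3%, which argues against these as the whole cause. Neither its reads on listed genes (52048653) nor the share of its 10 most abundant genes (7.96%) lay outside the range of the other libraries. The tubular injury list, in which 20 of 20 genes were higher, had a median log2 difference of 1.82 from the other controls in this library, above the 4 diabetic libraries (0.413 to 1.30). Kidney injury in this control mouse is therefore a candidate explanation. Another part of the kidney in this sample is a further one: the inner medulla and urothelium list had a median log2 difference of 2.72 (13 of 13 genes higher), above the 4 diabetic libraries, the collecting duct list 1.23 and the thick ascending limb list 1.40, while the proximal tubule list was at -0.928 (1 of 24 higher). Both sets of lists moved in the same library, so that these values do not separate the explanations. Its nuclear-retained RNAs were also at the level of the diabetic libraries, so that a difference in handling between this library and the other controls stays open for part of the pattern. A mislabelled sample cannot be told apart from these: the genes that peak with Arntl lay near the other controls in this library (0.0978, against 0.451 to 1.98 in the diabetic libraries), but the genes that peak opposite to Arntl lay near DM+SGLT2i replicate 1 (-0.620 and -0.651), and a single library excludes nothing. The design gives no condition that separates the controls.

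Clock genes, which the paper does not discuss, differed between diabetic mice and controls. The 5 genes that peak with Arntl had a median log2 fold change of 1.26 in DM-22 mice with all 3 controls (5 of 5 higher, adjusted p = 3.05e-05) and 1.24 with the paper's controls (adjusted p = 0.00869). In DM+SGLT2i mice the medians were 0.742 (adjusted p = 0.00137) and 0.802 (adjusted p = 0.0859). The 9 genes that peak opposite to Arntl had medians of -0.806 in DM-22 mice (0 of 9 higher, adjusted p = 7.38e-06) and -0.571 in DM+SGLT2i mice (adjusted p = 4.38e-05), or -0.998 and -0.778 with the paper's controls. No call of either list held under fry or an estimated correlation with all 3 controls. Arntl itself was between 1.21 and 1.77 CPM in the 3 controls, at 6.48 and 19.4 CPM in DM-22 mice and at 5.07 and 8.69 CPM in DM+SGLT2i mice. The opposite movement of the lists is what a different time of day at sacrifice would give, so that this may explain the pattern. An effect of diabetes on the clock, with or without SGLT2i, was not tested separately and stays open.

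The list of nuclear-retained RNAs (27 tested), of whose members 17 are in the source data of Fig. 1e, had a median log2 fold change of -0.803 in DM-22 mice (1 of 27 higher, adjusted p = 2.73e-08) and -0.443 in DM+SGLT2i mice (0 of 27 higher, adjusted p = 3.24e-06) with all 3 controls. The medians were -1.32 and -0.929 with the paper's controls. Malat1 was at 292 and 390 CPM in the paper's controls, at 47.5 CPM in control replicate 2 and between 32.3 and 111 CPM in the diabetic libraries. The immediate early genes (23 tested) fell as well, with medians of -1.02 in both diabetic groups (adjusted p = 9.90e-04 in DM-22 and 7.38e-06 in DM+SGLT2i mice), or -1.49 and -1.32 with the paper's controls. Their fall rests on control replicate 9, which had a median log2 difference of 1.49 from the mean of the paper's controls, with Fos at 331 CPM and Egr1 at 1166 CPM. Control replicates 8 (-1.49) and 2 (-1.15) lay inside the range of the diabetic libraries (-1.92 to -1.08). Control replicate 2 had a median log2 difference of -1.30 in the nuclear-retained RNAs from the other controls, inside the range of the diabetic libraries (-1.70 to -0.671), although it is not diabetic. RNA quality or handling of the control libraries may therefore account for these lists. An effect of diabetes stays open for the nuclear-retained RNAs.

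Adipose genes were far higher in DM+SGLT2i replicate 1 than in the other diabetic libraries: the 7 genes tested had a median log2 difference of 4.49 from the paper's controls, against -2.04 to -1.50 in the other diabetic libraries and -1.48 in control replicate 2. Cfd was at 687 CPM in this library and between 0.495 and 17.2 CPM in the others, and Adipoq at 76.0 CPM against 0.139 to 3.31 CPM. With 7 of 7 genes raised together, fat tissue in this sample is a candidate explanation. The group median in DM+SGLT2i mice, 2.18 with all 3 controls (adjusted p = 1.86e-04) and 1.54 with the paper's controls, contains this library. In DM-22 mice, which do not contain it, the medians were -1.38 (adjusted p = 0.302) and -1.82. No biological explanation was tested.

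The endothelium list (14 genes) had a median log2 difference of 0.395 in DM-22 replicate 1, apart from the other diabetic libraries (0.0741 to 0.127). Of 28 lists examined for a library apart from the other 3 of the 4 diabetic libraries, 2 showed one, where 1.4 would be reached by chance. Its group medians were 0.161 in DM-22 mice (adjusted p = 0.0658) and 0.136 in DM+SGLT2i mice (adjusted p = 0.0310) with all 3 controls, and 0.224 and 0.0857 with the paper's controls. No explanation was tested.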

How the results depend on the processing

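The settings named as added, and the tests made with them, were chosen only after the results were seen. For log2 fold changes and list p-values, a result was the same if its direction and its side of the threshold were kept. Counts had to stay within 1.5 times the main value, and shares inside its Wilson interval. With all 3 controls, limma called no genes in any comparison. A count that stayed empty was therefore also the same, which says little about stability. Apart from single libraries left out, the alternatives set at the start left 137 of 151 values of the main results the same, with 3 weaker and 11 moved. With the added settings these were 202 of 266, with 3 weaker, 7 stronger and 54 moved. With 1 library left out, 55 of 69 were the same, 1 was weaker, 1 stronger and 12 moved. Of 624 log2 fold changes of single genes, 537 were the same, 81 stronger, 4 moved and 2 reversed. Of 128 further counts 52 moved, and of 42 median retained changes 20 moved. Where no reason is given, the cause was not tested.

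The count of genes at an adjusted p-value under 0.05 was 0 in every comparison with all 3 controls under both other pseudocounts, both other filters, both other scalings, limma without the trend, fits of only the groups compared, the deposited log2 values, voom, an adjusted p-value under 0.1 and a 2-fold change. At an unadjusted p-value under 0.05 limma with all 3 controls gave 166 higher and 459 lower in DM-22 mice, 93 and 58 in DM+SGLT2i mice, and 315 and 232 between the diabetic groups. Over the 9 fits set at the start with all 3 controls and all libraries, the log2 fold change of Cdkn1a lay between 2.55 and 2.71 in DM-22 mice (adjusted p from 0.770 to 0.892) and between 2.51 and 2.66 in DM+SGLT2i mice. Of the added settings with all 3 controls, voom lay inside these ranges, the deposited log2 values gave 2.72 and 2.67, and the negative binomial test, with either reference, gave 1.67 and 1.4997. At adjusted p-values, limma selected 0 genes with all 3 controls, so that shares and retained changes have no value there. The negative binomial test with the chi-square reference selected 1 higher gene. This gene, Arntl, was also called in DM+SGLT2i mice and retained 70.4% of its change. Arntl is a clock gene, and a different time of day at sacrifice may explain its change.

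With each library left out in turn, the genes called numbered from 0 to 1 higher and 0 to 1 lower in DM-22 mice, from 0 to 15 and 0 to 2 in DM+SGLT2i mice, from 0 to 1 persistently higher and 0 to 1 lower, and from 0 to 3 in both diabetic groups together. The highest values were those without control replicate 2. The share of higher genes shared lay between 17.7% and 38.7% and that of lower genes between 3.65% and 43.7%, again highest without control replicate 2. Cdkn1a lay between 1.92 and 3.84 in DM+SGLT2i mice and passed the threshold only without that library. The p-value of the p53 target list in DM-22 mice lay between 1.76e-04 (without control replicate 2) and 0.229 (without control replicate 8).

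Scaling to the library total raised the share of higher genes to 31.3%. It shifted the median of all genes by -0.162 in DM-22 replicate 2 and 0.105 in DM+SGLT2i replicate 1. Of the genes at an unadjusted p-value under 0.05 in DM-22 mice, 26.6% were higher, against 38.9% (252 higher and 396 lower) with median-ratio scaling and 6.64% (48 and 675) with scaling to the total.

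With an estimated correlation, the p-value of the p53 target list in DM-22 mice was 0.282, and 0 of the tests of other lists passed. With fry it was 0.342 in DM-22 and 0.0619 in DM+SGLT2i mice, and 0 passed. Both methods allow for correlation between the genes of a list.

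Under other rules for a persistent gene, at an unadjusted p-value, the shares of higher and lower genes were 70.5% and 76.7% for the same direction, 25.3% and 21.8% for at least 50% retained, and 66.9% and 65.1% for no difference between the diabetic groups. With selection in DM+SGLT2i mice they were 20.4% and 24.1%.

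The following settings were added. The negative binomial test with all 3 controls called 1 gene higher in DM-22 mice, 9 in DM+SGLT2i mice and 17 between the diabetic groups. The 1 persistently higher gene was the clock gene Arntl, and the share of lower genes was 9.05%. With the F reference, the shares were 21.3% and 9.30%. Both versions reversed Aldh1a1 in DM-22 mice, to a log2 fold change of -0.0596. For the paper's controls and the chi-square reference, the calls were 255 higher and 480 lower in DM-22 mice, 411 and 189 in DM+SGLT2i mice, 142 between the groups, and 138 and 105 persistent, with shares of 48.8% and 33.4%. Over all listed genes these were 263 and 555, 445 and 213, 157, 131 and 117, with shares of 49.9% and 32.4%. With the F reference they were 7 and 42, 74 and 17, 3, 5 and 6, with shares of 49.8% and 30.2%. The F reference was added because the chi-square version made more false calls in simulated data than its threshold allows. In all 3 of these, Cdkn1a had log2 fold changes of 4.13 and 3.96 and passed the threshold. When only the groups compared were fitted, with the paper's controls, 949 genes were higher and 680 lower in DM+SGLT2i mice, 3 changed in both diabetic groups together, the shares were 37.1% and 54.1%, and Cdkn1a passed the threshold in DM+SGLT2i mice at 3.84; the calls in DM-22 mice were 0 and 0 (3511 at an unadjusted p-value under 0.05). With voom and the paper's controls, 4 genes were higher in DM+SGLT2i mice and 2 changed in both groups together, with shares of 37.7% and 46.2%. With this setting, 0 genes were called in DM-22 mice and 0 were persistent, so that the calls of Phlda3 and Sugct in DM-22 mice were lost.

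The labels number the mice of both diabetic groups 1 and 2. With the replicate number as a replicate block, 0 genes passed the adjusted threshold between the groups (696 at an unadjusted p-value under 0.05). Nothing shows that the numbers pair mice: the differences between replicates 1 and 2 of the groups had a correlation of -0.0412 across genes.

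edgeR and DESeq2 were set as alternatives and not run. The deposited unit is log2, but voom and the negative binomial tests were run on the recovered reads. The unit therefore did not prevent tests of reads. Without a library of a group of 2, no calls were made for that group. A read corresponds to at most 0.0231 CPM, against a filter of 1 CPM. In simulated data the limma test with all 3 controls called 0 of 200 genes changed by a log2 fold change of 1, so that this test could not detect changes of that size. The negative binomial test (chi-square reference) recovered 15.5% of them with all 3 controls, with 10 of its 41 calls false, and 35.5% with the paper's controls, with 30 of 101 false.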

Differences from the paper's values

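The negative binomial tests and the selection of genes at an unadjusted p-value were chosen after the results were seen. Other settings chosen then are named as such. The values compared here are log2 fold changes, counts and percentages on the paper's scale, computed with all 3 controls unless stated.

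The paper states that 291 genes were induced and 746 suppressed in DM-22 mice. Here 0 and 0 genes passed the adjusted threshold (166 and 459 at an unadjusted p-value under 0.05). None of the alternatives that were set before the data were examined and then run closed the gap. edgeR and DESeq2 were also set then, but were not run. Without control replicate 2, 1 and 1 genes passed. Among settings chosen after seeing the values, the negative binomial test with the paper's controls gave 255 genes higher, within 1.5 times the paper's count, and 480 lower. Over all listed genes it gave 263 and 555, both within 1.5 times the paper's counts.

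The paper states that 271 and 274 of these genes remained changed in DM+SGLT2i mice. Here the persistent counts were 0 and 0 (19 and 14 at an unadjusted p-value under 0.05 in both groups). With both groups held to the same threshold as in the main rule, no alternative that was set beforehand and run closed these gaps. The negative binomial test with the paper's controls, chosen after seeing the values, gave 138 and 105, or 131 and 117 over all listed genes. Under other rules this test, likewise chosen after seeing the values, came within 1.5 times both of the paper's counts: 243 and 303 genes for at least 50% retained, 228 and 305 for no difference between the diabetic groups, and 223 and 279 for the same direction with an unadjusted p-value under 0.05. Over all listed genes these were 249 and 340, 239 and 342, and 229 and 325. For the higher genes alone, the same direction (254, or 262 over all listed genes) and no difference at an adjusted p-value (247, or 257) also did. For the lower genes alone, selection at an unadjusted p-value, a choice made after seeing the values, gave counts within 1.5 times: with all 3 controls, 352 (same direction) and 299 (no difference) from limma, 384 and 309 from the negative binomial test, and 273, 230 and, for no difference at an adjusted p-value, 344 with the F reference, and with the paper's controls and the F reference, the genes lower in both groups (30.2% of 1210).

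The paper gives the persistent shares as about 93% of the induced and 36% of the suppressed genes. At an unadjusted p-value under 0.05 they were 11.4% and 3.05% here. Of the alternatives set before the data were examined, 2 other rules brought the higher genes within 1.5 times the paper's share: 70.5% for the same direction and 66.9% for no difference between the diabetic groups. For the lower genes, the share was 43.7% without control replicate 2 and 24.1% with selection in DM+SGLT2i mice. None of the other alternatives set then and run closed either gap, and none closed both. Settings chosen after seeing the values that came within 1.5 times the paper's share of lower genes, all with the paper's controls, were the negative binomial test (33.4%, 32.4% over all listed genes, and 30.2% with the F reference) and voom (46.2%). Of the rules combined with the paper's controls after seeing the values, 1 came within 1.5 times both of the paper's shares: no difference between the diabetic groups, among the genes called with the F reference, was reached by 85.7% of 7 higher and 26.2% of 42 lower genes. Among the same calls, 71.4% of the higher genes were also called in DM+SGLT2i mice, the other rules for genes selected in DM-22 mice gave 100% of the higher genes, and with selection in DM+SGLT2i mice the share was 35.3% of 17 lower genes. The following rules with the paper's controls brought the higher genes within 1.5 times the paper's share and left the lower genes outside it. The shares of higher and lower genes were 95.8% and 95.7% (limma, same direction), 83.2% and 78.5% (limma, no difference between the diabetic groups) and, among the genes called by the negative binomial test, 95.3% and 63.1% (at least 50% retained), 89.4% and 63.5% (no difference), 87.5% and 58.1% (same direction with an unadjusted p-value under 0.05) and 99.6% and 97.7% (same direction). Over all listed genes, the first 3 of these rules for the negative binomial test gave 94.7% and 61.3%, 90.9% and 61.6%, and 87.1% and 58.6%. With genes taken at an unadjusted p-value, no difference was reached by 92.1% of the higher genes under the negative binomial test and by 93.9% with the F reference, and at least 50% retained by 73.9% and 79.5%. Negative binomial tests with all 3 controls brought the lower genes within 1.5 times the paper's share with at least 50% retained (26.8%, and 26.7% with the F reference) and with selection in DM+SGLT2i mice (40.9% and 41.0%), and the higher genes with the same direction (83.8% and 80.9%) and with no difference (82.5% and 78.7%).

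The log2 fold changes in DM-22 mice in the source data of Fig. 1e, which are the paper's, were larger in size than those computed with all 3 controls for all 10 genes compared. For the induced genes, the paper's value and the value here were 2.34 and 1.38 for Phlda3, 4.14 and 2.64 for Cdkn1a, 1.55 and 0.57 for Aldh1a1, 1.10 and 0.56 for Ces2e, and 1.14 and 0.47 for Laptm5. For the suppressed genes they were -1.85 and -1.12 for Sugct, -1.47 and -1.08 for Slc35d1, -1.57 and -1.06 for Zfp810, -2.30 and -1.64 for Clec2d, and -1.62 and -1.07 for Fam208a. A gap is counted as closed here when the sign is the same and the difference is no larger than the standard error of the log2 fold change, taken with all 3 controls, or with the paper's controls where control replicate 2 is left out. Of the alternatives set before the data were examined, leaving out control replicate 2 closed the gap for all 10 genes, with 2.23, 3.89, 1.51, 1.08, 1.13, -1.83, -1.45, -1.55, -2.13 and -1.60 in the same order. Leaving out DM-22 replicate 1 also did so for Cdkn1a (3.25), leaving out DM-22 replicate 2 for Aldh1a1 (0.74, standard error 0.82), Laptm5 (0.56, standard error 0.59) and Zfp810 (-1.20, standard error 0.45), and scaling to the library total for Slc35d1 (-1.17), Zfp810 (-1.14) and Fam208a (-1.16). No other alternative set then and run did. The values for Aldh1a1 and Laptm5 without DM-22 replicate 2 stay below 50% of the paper's, and they count as closed only because the standard errors with all 3 controls are wide. Of the settings chosen after seeing the values, each one with the paper's controls closed the gap for all 10 genes (4.13 for Cdkn1a with the negative binomial test). The negative binomial test with all 3 controls did so for Sugct (-1.41), Slc35d1 (-1.18), Zfp810 (-1.22), Clec2d (-1.94) and Fam208a (-1.26).

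The paper counts these 10 genes as changed in DM-22 mice, and with all 3 controls none passed the adjusted threshold here (adjusted p from 0.804 to 0.870). Leaving out control replicate 2 called Phlda3 and Sugct. The negative binomial test with the paper's controls, chosen after seeing the values, called all 10, and with the F reference it called all but Ces2e and Laptm5.

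The source data of Fig. 1e hold 193 higher and 232 lower genes, fewer than the persistent genes counted in the text. The legend describes genes that stay changed after glucose reduction, while the log2 fold changes are those of DM-22 mice against controls: they differ by a median of 0.287 from those of DM+SGLT2i mice against the same controls.

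In its discussion the paper places Cdkn1a first among the persistently induced genes. In the source data of Fig. 1e, which are the paper's, it ranks 2 by p-value and 9 by log2 fold change among the higher genes. With the paper's controls limma ranked it 3 by p-value and 1 by log2 fold change in DM-22 mice, and 15 and 3 in DM+SGLT2i mice. The negative binomial test with the paper's controls, chosen after seeing the values, also ranked the genes called higher in both groups. There, Cdkn1a ranked 1 by p-value in DM-22 mice, but Aldh1a1 had a smaller p-value in DM+SGLT2i mice.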

Other observations

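The tests on the overlap with the paper's controls, on the collecting duct and blood in DM-22 mice with the paper's controls and on GC content and length were chosen only after the results were seen.

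The 4 diabetic libraries against all 3 controls gave 0 genes at an adjusted p-value under 0.05 and 274 at an unadjusted p-value under 0.05. Of the 35 splits of the 7 libraries into 4 and 3, 18 gave as many genes at the unadjusted threshold, the real one included. The splits with most genes put control replicates 8 and 9 with 1 diabetic library: 1619 genes passed the adjusted threshold with DM+SGLT2i replicate 1 in that group and 752 with DM-22 replicate 2. The first principal component, with 48.7% of the variance, placed control replicate 2 at 46.1 and the other controls at -40.3 and -42.3, with DM-22 mice at 30.2 and -19.2 and DM+SGLT2i mice at 8.88 and 16.7.

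Pairs of the other 5 libraries were compared with the paper's controls in 10 fits of 2 against 2. The DM+SGLT2i pair gave 1629 genes at an adjusted p-value under 0.05 and the DM-22 pair 0 (3511 at an unadjusted p-value under 0.05). Control replicate 2 with DM+SGLT2i replicate 2 gave 4052, and control replicate 2 with DM-22 replicate 1 gave 3499. Against the paper's controls, 2106 genes were higher and 2907 lower in all 4 diabetic libraries than in both controls, or 35.9% of the genes tested, where chance gives 13.3%. Against all 3 controls, 183 were higher and 193 lower without overlap (2.69%, where chance gives 5.71%).

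In principle, shared controls alone can raise the share of genes changed in both diabetic groups, but the simulations did not measure this. Of 100 simulations of unchanged groups with all 3 controls, 44 gave as large a share for the lower genes and 4 for the higher genes. The share of lower genes was thus within the range of these simulations. They selected a mean of 49.3 lower genes, against 459 observed, so that their shares vary more. The largest simulated share with the paper's controls was 12.3%, below the 38.7% and 43.7% observed. With these controls, the simulated retained change averaged 0.913% for the higher and 0.00408% for the lower genes. The simulations therefore did not carry noise of the shared controls into both comparisons. The shared controls stay open as a cause of the shares. The simulations do not cover a difference between the paper's controls and all other libraries in handling or time of day.

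GC content and transcript length were related to the changes in DM-22 mice against the paper's controls across genes, which are not independent replicates (Spearman rho 0.142 for GC content and -0.283 for length). After the correction, 3516 genes were at an unadjusted p-value under 0.05, against 3525 before, which argues against GC content or length as the whole cause. The log2 fold change of Cdkn1a was then 3.77.

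The collecting duct list (30 genes) was higher in diabetic mice, with medians of 0.348 in DM-22 (adjusted p = 0.0131) and 0.279 in DM+SGLT2i mice (adjusted p = 3.97e-04) with all 3 controls, and of 0.770 and 0.746 with the paper's controls. More medulla or collecting duct in the samples would lower the proximal tubule list (24 genes). Its medians were -0.0696 and 0.0613 with all 3 controls (adjusted p = 0.980 and 0.607). These genes are so abundant in kidney that a small change in the share would be hidden, so that sampling cannot be told apart from a change within the collecting duct. The proximal tubule medians with the paper's controls were -0.482 and -0.419 (adjusted p = 0.0212 and 0.0207), which goes with such a difference in sampling, although DM-22 replicate 2 was at 0.104. The thick ascending limb list was also higher, with 0.678 and 0.457 with all 3 controls and 1.05 and 1.07 with the paper's. The distal convoluted tubule list had 0.0163 and 0.538, and 0.302 and 0.656. The inner medulla and urothelium list had -0.585 and 0.704, and 0.450 and 1.46. The podocyte list had -0.113 and 0.204, and -0.0691 and 0.286.

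The macrophage list (22 genes) had medians of 0.0563 in DM-22 (adjusted p = 0.913) and 0.461 in DM+SGLT2i mice (adjusted p = 4.16e-04) with all 3 controls, and of 0.685 and 1.16 with the paper's controls. It was at 2.02 in control replicate 2, above the 4 diabetic libraries (0.633 to 1.28). More blood in the diabetic kidneys would raise the hemoglobin genes at least as much. The red blood cell list (3 genes tested) was at 0.0431 in DM+SGLT2i mice with all 3 controls and at 0.432 with the paper's, less than the macrophage list in each case, which argues against blood as the whole cause in this group. In DM-22 mice with the paper's controls it was at 0.927, more than the macrophage list, so that blood stays open there; with all 3 controls it was at 0.538.

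Y-linked genes (4) were present in every library, with a lowest sum of 97.9 CPM, which argues against mixed sexes. Their medians were -0.444 and -0.189 with all 3 controls and -0.619 and -0.434 with the paper's.

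If the p53 targets had followed blood glucose at sacrifice, they would have been lower in DM+SGLT2i than in DM-22 mice. Their median log2 difference was 0.0937 (38 of 57 genes higher, adjusted p = 0.0651), which decides nothing: the genes went both ways and the test did not pass the threshold. A direct effect of the glucose level at sacrifice cannot be told apart from a persistent change for these genes.

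Medians of the remaining lists are given for DM-22 and DM+SGLT2i mice, first with all 3 controls and then with the paper's controls. Fibroblast matrix genes had -0.753 and 0.739, then -0.140 and 1.15, and differed between the diabetic groups by 1.29 (19 of 19 genes higher after SGLT2i). Interferon-stimulated genes had -0.00805 and 0.451, then 0.848 and 1.19. Tubular injury genes had 0.0998 and 0.736, then 0.588 and 1.14. NRF2 targets had 0.221 and 0.566, then 0.668 and 1.02. Proliferation genes had 0.0524 and 0.305, then 0.396 and 0.622. Replication histones had 0.149 and -0.107, then 0.182 and -0.0890. B and plasma cell genes had -0.267 and -0.0987, then -0.318 and -0.179. With all 3 controls, the lists tested beside the paper's pathways had 0.0669 and 0.117 for fatty acid oxidation, -0.109 and 0.174 for glucose-responsive genes and 1.49e-05 and 0.260 for the paper's senescence genes. Scaled to the library total, the medians in DM-22 mice with all 3 controls fell to -0.0298 for macrophage, -0.0729 for distal convoluted tubule, -0.0223 for fatty acid oxidation, -0.00488 for proliferation and -0.0805 for senescence genes, and so changed sign. This scaling shifted the median of all genes in this comparison by -0.0872, about as much as these lists moved. The changes of sign therefore carry no information on these lists. Under camera with all 3 controls, 41 tests of lists other than the p53 targets passed the adjusted threshold. Of these, 0 passed under an estimated correlation or under fry. For the paper's controls, 45 passed under camera, 8 under fry and 0 under an estimated correlation.

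Havcr1, which encodes the injury marker KIM-1, had 29.5 CPM in control replicate 2 and 1.98 and 1.84 CPM in the other controls. It was at 3.98 and 2.17 CPM in DM-22 mice and at 16.9 and 10.4 CPM in DM+SGLT2i mice. Tet2 had log2 fold changes in DM-22 mice of -1.69 with all 3 controls (adjusted p = 0.804) and -2.35 with the paper's (adjusted p = 0.0826), and in DM+SGLT2i mice of -0.11 and -0.77. Those of Kdm6a were -0.41 and -0.59 in DM-22 and -0.13 and -0.30 in DM+SGLT2i mice. Those of Txnip were 0.14 and 0.37 in DM-22 mice, and those of Itgb2 were 0.07 and 0.56.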
